# Gfi1b regulates the level of Wnt/β-catenin signaling in hematopoietic stem cells and megakaryocytes

**DOI:** 10.1038/s41467-019-09273-z

**Published:** 2019-03-20

**Authors:** Peiman Shooshtarizadeh, Anne Helness, Charles Vadnais, Nelleke Brouwer, Hugues Beauchemin, Riyan Chen, Halil Bagci, Frank J. T. Staal, Jean-François Coté, Tarik Möröy

## Abstract

Gfi1b is a transcriptional repressor expressed in hematopoietic stem cells (HSCs) and megakaryocytes (MKs). Gfi1b deficiency leads to expansion of both cell types and abrogates the ability of MKs to respond to integrin. Here we show that Gfi1b forms complexes with β-catenin, its co-factors Pontin52, CHD8, TLE3 and CtBP1 and regulates Wnt/β-catenin-dependent gene expression. In reporter assays, Gfi1b can activate TCF-dependent transcription and Wnt3a treatment enhances this activation. This requires interaction between Gfi1b and LSD1 and suggests that a tripartite β-catenin/Gfi1b/LSD1 complex exists, which regulates Wnt/β-catenin target genes. Consistently, numerous canonical Wnt/β-catenin target genes, co-occupied by Gfi1b, β-catenin and LSD1, have their expression deregulated in Gfi1b-deficient cells. When Gfi1b-deficient cells are treated with Wnt3a, their normal cellularity is restored and Gfi1b-deficient MKs regained their ability to spread on integrin substrates. This indicates that Gfi1b controls both the cellularity and functional integrity of HSCs and MKs by regulating Wnt/β-catenin signaling pathway.

## Abstract (web summary)

Gfi1b regulates cellularity of haematopoietic stem cells (HSCs) and megakaryocytes (MKs) as well as spreading of MKs on matrix. Here the authors show that Gfi1b regulates this behaviour by recruiting LSD1 and β-catenin to Wnt/β-catenin signalling targets.

## Introduction

G*rowth factor independence 1b* (Gfi1b) and its paralogue Gfi1 are transcription factors that are expressed in a complementary and partially overlapping manner in hematopoietic stem cells (HSCs) and precursors for several lineages^1,2^. Gfi1b is expressed in HSCs, myeloid/erythroid precursors (MEPs), megakaryocytes (MKs) and to varying levels during erythrocyte maturation^2^. Both Gfi1 and Gfi1b have an N-terminal Snail/Gfi1 (SNAG) domain, which enables transcriptional repression through the recruitment of cofactors Lysine (K)-specific demethylase 1A (LSD1/KDM1A) and CoREST/Rcor1^3–5^. Interestingly, LSD1 seems to play an essential structural rather than enzymatic role as part of the Gfi1 repressive complex^6^. LSD1’s loss disrupts Gfi1’s association with and repression of target loci. Gfi1 and Gfi1b also both interact with co-repressors, such as histone lysine methyltransferase 2 (EHMT2/G9a) and histone deacetylases (HDAC1/2)^4,7,8^. While germline deletion of Gfi1b in mice causes lethality at around day 14.5 of embryonic development, conditional knockout mice have been generated and show that Gfi1b controls HSC and MK expansion^9,10^. While Gfi1b-deficient HSCs remain functional and give rise to all hematopoietic lineages upon transplantation, MKs that lack Gfi1b cannot produce platelets and are unable to respond with spreading and membrane ruffling to integrin receptor stimulation due to defects in cytoskeletal organization^11^.

Wnt/β-catenin signaling also plays a crucial role in early hematopoiesis, notably in HSCs. Loss- and gain-of-function studies demonstrated that tight control of Wnt signaling and β-catenin activity is necessary for proper function and cellularity control of hematopoietic cells including HSCs and MKs^12–15^. Overactive Wnt/β-catenin signaling leads to exhaustion of HSCs, but insufficient activation is equally detrimental^16,17^. β-catenin acts as a transcriptional co-activator in complexes with transcription factors, such as the T-cell factor/lymphoid enhancer factor (TCF/LEF) family members to regulate gene expression. The canonical Wnt signaling is under negative regulation at various levels. For instance, GRG/TLE (Groucho/transducin-like enhancer) proteins associate with TCF molecules in the nucleus to switch off expression of Wnt target genes in the absence of nuclear β-catenin^18^. CtBP1 and HDACs are other negative regulators of canonical Wnt signaling. Multiple non-canonical Wnt signaling pathways also exist and although these pathways all function in a β-catenin independent manner, crosstalk exists between canonical and non-canonical signaling pathways in various contexts^19,20^. Several studies have shown that non-canonical Wnt signaling antagonizes the canonical Wnt pathway through different mechanisms^21,22^; one example being NFAT5, which is a transcription factor downstream of the non-canonical Wnt/Ca^2+^ pathway that inhibits canonical Wnt signaling via inhibition of β-catenin acetylation^21^.

Here we present evidence that Gfi1b controls HSC and MK cellularity and MK spreading in response to integrin substrates by regulating Wnt/β-catenin signaling. Our results show that Gfi1b interacts with β-catenin as well as regulators of Wnt/β-catenin signaling pathway and that loss of Gfi1b affects the expression of Wnt target genes in both MKs and HSCs. We also reveal a tripartite Gfi1b/LSD1/β-catenin complex that co-occupies key Wnt/β-catenin signaling target regions like the *Axin2* promoter. We show that Gfi1b can enhance transcription of TCF/LEF dependent promoters and reporter genes in vitro and in vivo and we present evidence that Gfi1b does this by recruiting LSD1 via its SNAG domain to β-catenin containing complexes. In agreement with this, we show that Gfi1b-deficient HSCs and MKs have decreased levels of canonical Wnt signaling in vivo, which can be reversed when Wnt/β-catenin signaling is stimulated externally by Wnt3A treatment.

## Results

### Gfi1b deficiency leads to expansion of HSCs and MKs

To generate Gfi1b-deficient (KO) mice we introduced a *Rosa-CreER* transgene into *Gfi1b*^*fl/fl*^ mice^9,11^. Floxed *Gfi1b* alleles were deleted by tamoxifen injections (Fig. 1a) and confirmed in both MKs and HSCs by the absence of floxed exons 2–4 expression (Supplementary Fig. 1a). MKs and their progenitors were defined as lin^−^, CD4^high^, CD9^high^ cells, and HSCs were defined either as lin^−^, Sca-1^+^, cKit^+^ (LSK), CD48^−^, CD150^+^, CD41^high^/CD9^high^ or CD41^low^/CD9^low^ to eliminate potential contamination by MK precursors (Supplementary Fig. 1b), and also because we had shown previously that the expression of integrin molecules, such as Itga2b (CD41) and Itgb3 (CD61), are up-regulated in Gfi1b-deficient HSCs^9^. Following the ablation of Gfi1b, we observed increased numbers of MKs and CD41^low^/CD9^low^ HSCs in the bone marrow and blood, (Fig. 1b, c) confirming previous results^11^. Moreover, Gfi1b-deficient MKs and HSCs showed the same expansion in vitro after Tamoxifen injection (Fig. 1d, e) supporting that Gfi1b controls the cellularity of both HSCs and MKs in bone marrow and in peripheral blood in a cell autonomous manner^9^.

**Fig. 1:**
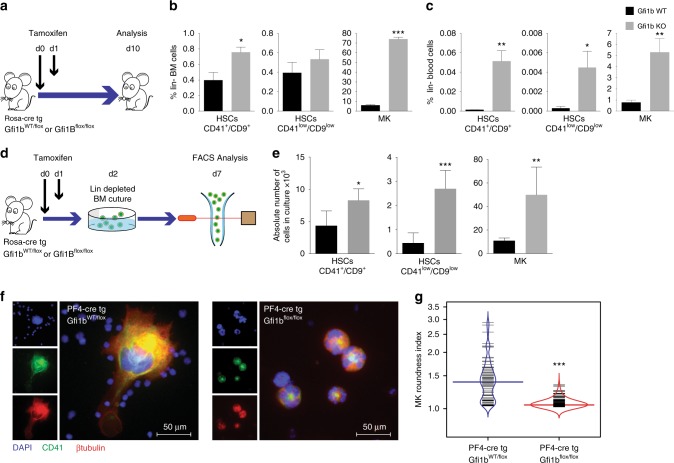
Loss of Gfi1b in MKs and HCSs causes their expansion and mobilization into the blood. **a** Schematic of Tamoxifen injections; mice were analyzed by FACS at day 10 following the first injection. **b**, **c** Quantification of Gfi1b WT/KO MKs and HSCs in lineage negative depleted BM and blood (*n* = 3 mice per group). **d** Schematic of in vitro analysis of Gfi1b WT/KO HSCs and MKs expansion. **e** MKs and HSCs (CD41^low^/CD9^low^) were taken into culture and were quantified by FACS at day six (day seven post Tamoxifen injection, *n* = 3 mice per group). **f**, **g** Loss of Gfi1b leads to impaired MKs spreading on Fibronectin coated matrix as quantified by calculating their roundness index (*n* = 70 Gfi1b wt/flox cells and 220 Gfi1b flox/flox cells). (*p < 0.05, **p < 0.001, ***p < 0.0001 on a Welch corrected *t*-test, error bars show s.d)

We recently showed that Gfi1b loss leads to impaired MK spreading and motility on fibronectin and other matrix substrates^11^. On such substrates, Gfi1b KO MKs are smaller, stay completely round, and do not form protrusions like WT cells or form platelets (Fig. 1f)^11^. A comparison of the roundness index (RI) of cultured cells clearly showed that Gfi1b-deficient MKs maintained significantly low RIs, indicating that they are unable to spread and form protrusions, confirming a poor integrin ligands response (Fig. 1g).

### GFI1B is associated with regulators of Wnt pathway

To understand how Gfi1b deficiency leads to expansion of HSCs and MKs and loss of MK spreading, a Flag-tagged version of GFI1B was expressed in HEK293 cells to identify interacting proteins by immune-precipitation and mass spectrometry. In addition to proteins already known to bind to GFI1B, such as LSD1, HDACs, CoRest factors and G9a^4^, we found β-catenin and several other proteins with regulatory roles in the canonical Wnt pathway as new potential GFI1B binding partners (Fig. 2a, Supplementary Fig 1c, Supplementary Table 2). These included the DNA helicase and chromatin remodeling factor CHD8, which silences β-catenin mediated transcription^23^, Pontin52 (also known as TIP49), a c-Myc interacting protein involved in chromatin remodeling and transcription^24^, APC, a tumor suppressor and antagonist of the Wnt signaling pathway^18^, PP2A, a phosphatase that regulates Wnt signaling at several levels^25,^ and CtBP1 (C-terminal binding protein1), a repressor of Wnt signaling that associates with LSD1^26^ (Fig. 2a, Supplementary Fig 1c). Gene Ontology (GO) enrichment analysis confirmed that numerous GFI1B associated proteins were annotated under the biological process positive regulation of Wnt signaling pathway (Supplementary Fig 1d).

**Fig. 2:**
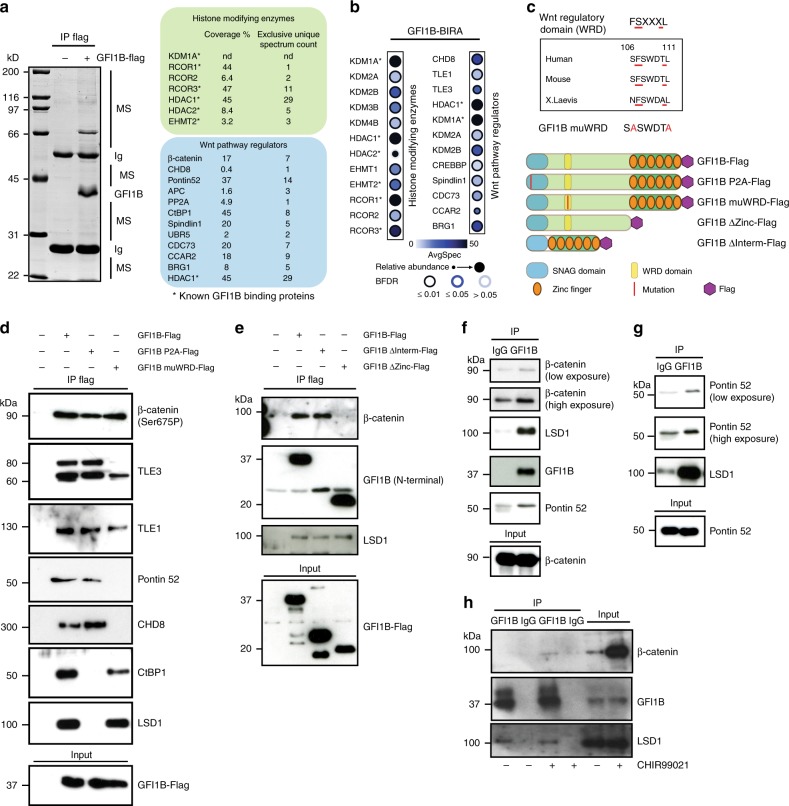
GFI1B interacts with β-catenin and several regulators of the Wnt/β-catenin signaling pathway. **a** Immune precipitation (IP) with anti Flag antibody from 293T cells overexpressing GFI1B-Flag followed by mass spectrometric analysis. **b** Dot Plot showing BioID interactions of GFI1B-BirA*-Flag with the indicated Histone modifying enzymes and Wnt pathway regulators in Flp-In T-REx HEK293 cells. Node color represents the average spectral counts. The edge color depicts the confidence score of the interaction (BFDR ≤ 1% as high confidence, 1% < BFDR ≤ 5% as medium confidence or 5% < BFDR as low confidence score). The relative abundance of prey across the bait is represented by the size of the circle. **c** A previously described Wnt regulatory domain (WRD) is present in GFI1B^28^. The indicated Flag-tagged and mutated forms used for IP. **d**, **e** Immune precipitation with anti Flag antibodies from 293T cells overexpressing WT or the indicated mutated forms of GFI1B followed by western blot. **f**–**h** Immune precipitation with an anti GFI1B antibody from K562 (**f**), HEL (**g**), and CHIR99021 treated K562 (**h**) cells

Similarly, a GFI1B-BirA* BioID approach showed that regulators of the Wnt pathway, such as KDM2A and KDM2B, which regulate the stability of nuclear β-catenin via demethylation^27^, TLE1 and TLE3 which are both β-catenin inhibitors^28^ and CREBBP (also known as CBP) a histone acetyltransferase that binds to β-catenin^29^ (Fig. 2b, Supplementary Fig 1e) can interact with GFI1B. In addition, we also found Spindlin1, a chromatin reader that prompts Wnt signaling^30^, UBR5, an E3 ubiquitin-protein ligase that inactivates TLE^31^, CDC73, which is a β-catenin interacting tumor suppressor^32^, CCAR2, which enhances LEF1-β-catenin complex formation^33^ and BRG1, a chromatin remodeler involved in transactivation of Wnt target genes (Fig. 2b)^34^.

We noticed a well-conserved six amino-acid motif in the N-terminal sequence of GFI1B protein that we named WRD for Wnt regulatory domain, since a similar motif has previously been shown in other proteins to mediate binding of the β-catenin inhibitors TLE1 and TLE3^28^ (Fig. 2c). Immune-precipitation of Flag-tagged WT GFI1B or different mutants, in which either the SNAG, WRD or intermediate domain were disrupted, confirmed that GFI1B interacts with β-catenin, CHD8, Pontin52, and CtBP1 and to some extent with both TLE3 and TLE1 (Fig. 2d). The SNAG domain was required for an interaction between GFI1B and CtBP1 and, as previously shown, LSD1^4^, whereas the WRD domain was necessary for GFI1B interaction with CHD8, TLE3, Pontin52, and to some extent TLE1 (Fig. 2d). Moreover, GFI1B’s zinc finger domain was required for its interaction with β-catenin (Fig. 2e). Endogenous immune-precipitation with extracts from non-transfected K562 and HEL cells demonstrated an enrichment of complexes between GFI1B, β-catenin, and Pontin52 (Fig. 2f–h and Supplementary Fig. 2a). These results indicate that GFI1B interacts with β-catenin and several Wnt/β-catenin signaling regulators.

β-catenin co-precipitated with GFI1B and LSD1 and increased levels of LSD1 protein were collected when exogenous WT GFI1B was present (Fig. 3a). This was not true when the GFI1B P2A mutant was present instead, which is unable to bind LSD1^5^ (Fig. 3a). Comparable results were obtained with anti-β-catenin immune-precipitations in the presence of GFI1B or the GFI1B ΔSNAG mutant that lacks the 20 N-terminal amino acids that are required for LSD1 binding (Fig. 3b). Similarly, immune-complexes collected with GST-E-Cadherin that binds to β-catenin from U2OS cells engineered to express doxycycline-inducible GFI1B only contained more LSD1 when GFI1B expression was induced (Fig. 3c), suggesting that GFI1B recruits LSD1 to β-catenin or β-catenin-containing protein complexes. To characterize these complexes further, we performed β-catenin-BirA* BioID in the absence or presence of WT GFI1B or two GFI1B mutants (Fig. 3d, e). All three GFI1B forms were biotinylated by β-catenin-BirA* further indicating an interaction or close proximity between GFI1B and β-catenin (Fig. 3d, e) and confirming both our mass spectrometric and co-IP experiment findings that also suggest that GFI1B binds to β-catenin (Fig. 2a, d, and e).

**Fig. 3:**
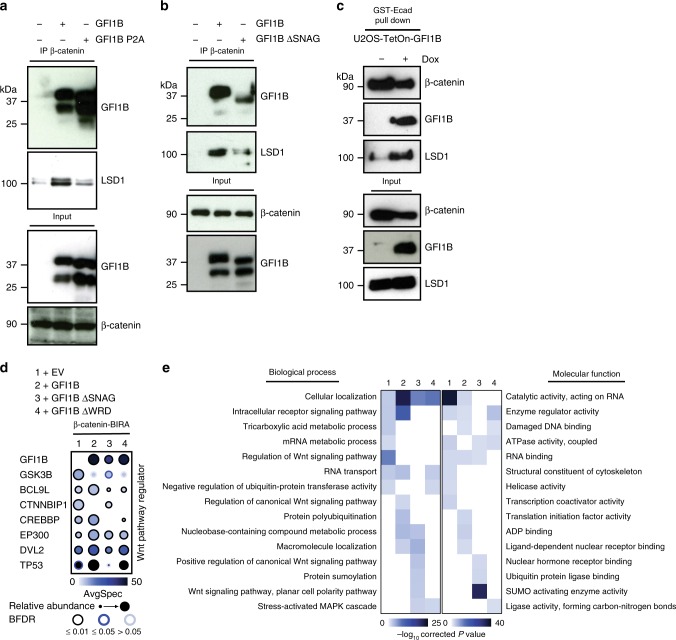
GFI1B recruits LSD1 to β-Catenin containing complexes. **a**, **b** Western blot analysis of indicated proteins after immune precipitation of endogenous β-catenin from 293T cells transfected with the indicated GFI1B constructs. **c** GST-E-Cadherin pull down of endogenous β-catenin in U2OS cells expressing inducible GFI1B (Tet-ON system) followed by Western blot analysis. **d** Dot Plot showing BioID interactions of β-catenin-BirA*-Flag coexpressing an Empty Vector (1), the wild-type form of GFI1B (2), GFI1B lacking the SNAG domain (3) or GFI1B lacking the WRD domain (4) with the indicated Wnt pathway regulators in Flp-In T-REx HEK293 cells. **e** Heat map illustrating biological processes and molecular functions of associated GO terms. The enrichment score of each GO term is shown as the −log10 of corrected *P* values, indicated by different color intensities

### GFI1B enhances transcription of TCF/LEF dependent reporter

We found that GFI1B enhanced transcription of a *TCF* promoter reporter both at basal level and in the presence of Wnt3A, a canonical Wnt signaling ligand, following over-expression of Wnt3A or the active form of β-catenin or upon treatment with LiCl, a GSK3β inhibitor that stabilizes β-catenin (Fig. 4a–e), or CHIR99021, a specific GSK3β inhibitor (Fig. 4f, Supplementary Fig. 2b, c) indicating that GFI1B can activate β-catenin/TCF dependent transcription. This GFI1B activity was reduced when its SNAG (GFI1BP2A or GFI1BΔSNAG), WRD (GFI1BΔWRD), intermediate or zinc-finger domains were disrupted, either in the presence of LiCl or CHIR99021 (Fig. 4c, f). We observed the same reduction in GFI1B activity using single (GFI1BF106A or GFI1BL111A) or double mutations in the WRD sequence (GFI1BmuWRD, depicted in Fig. 2c) (Fig. 4d, e). This indicates that the observed effect of GFI1B on β-catenin/TCF mediated transcription depends on its ability to bind LSD1 or CtBP1 and/or other β-catenin regulators that interact with β-catenin through these domains. In agreement with this, GFI1B was more active in combination with LSD1 than alone (Fig. 4g), suggesting that the GFI1B/LSD1 complex can be an activator of β-catenin/TCF mediated transcription in this system. The repressive GFI1B activity on its own promoter was not affected by WRD sequence deletion or CHIR99021 treatment (Supplementary Fig. 2b). Furthermore, we observed that GFI1B was able to partially reverse the CtBP1 and TLE1 inhibitory effect on β-catenin/TCF-dependent transcription (Fig. 4h). Similarly, inducible GFI1B expression under doxycycline in U2OS cells reversed the effect of TLE1 in the TOP/FOP reporter assay (Fig. 4i). This suggests that GFI1B can also activate β-catenin/TCF transcription by counteracting the effect of β-catenin inhibitors.

**Fig. 4:**
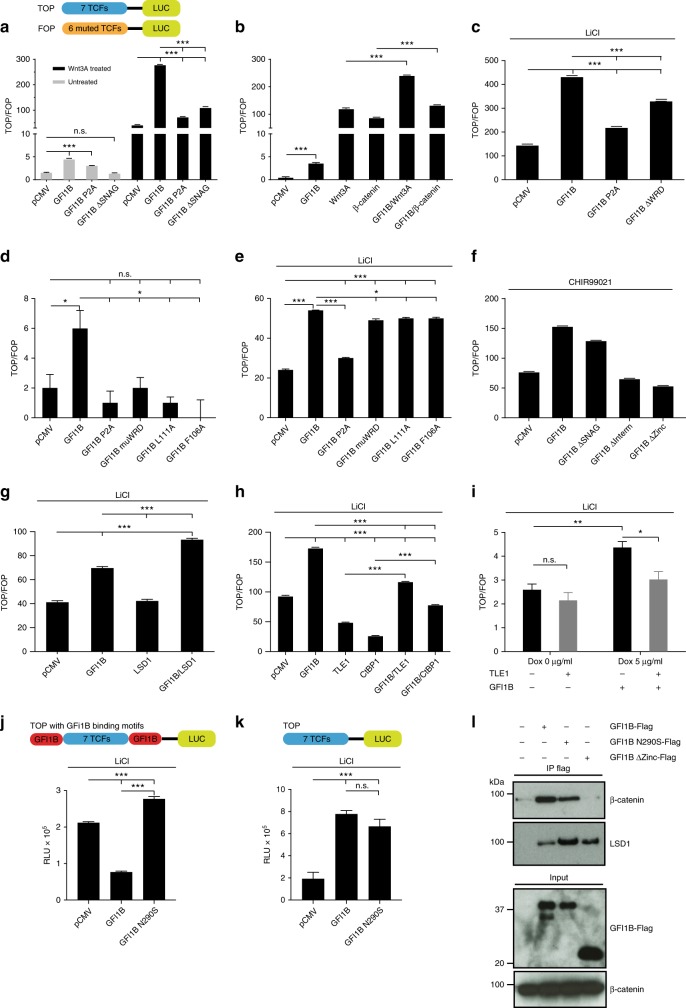
GFI1B enhances transcription of a TCF dependent promoter/reporter system. **a**, **b** TOP/FOP flash reporter assay in 293T cells. Cells were transfected with the indicated plasmids together with TOP or FOP reporter constructs 36 h before luciferase measurement. GFI1B enhances the TOP/FOP ratio at both basal levels and following activation with **a** 10% Wnt3A-conditioned media or **b** co-transfection with active form of β-catenin and/or Wnt3A expressing vectors. **c**–**e** TOP/FOP flash reporter assay in 293T cells transfected with WT Gfi1b and the indicated mutated forms. Cells were treated with 25 mM LiCl (to activate canonical Wnt signaling in **c** and **e**) for 5 h before luciferase measurement. **f** TOP/FOP flash reporter assay in 293T cells treated with CHIR99021, a specific GSK3β inhibitor for 5 h before luciferase measurement. **g**, **h** TOP/FOP flash reporter assay in 293T cells and GFI1B-TetON-U2OS cells transfected with the indicated vectors. **i** TOP/FOP flash reporter assay in U2OS cells stably expressing a doxycycline inducible GFI1B (Tet-ON system) transfected or not with a construct for TLE in the presence or absence of doxycycline. **j**, **k** TOP and modified TOP (flanked by GFI1B binding motifs) reporter assay in 293T cells. **l** Immune precipitation with anti Flag antibodies from 293T cells overexpressing WT or the indicated mutated forms of GFI1B followed by western blot. (*p < 0.05, **p < 0.005, ***p < 0.0001 on a Welch corrected *t*-test, error bars show s.d, *n* = 3 biologically independent samples for each data point)

Neither TOP nor FOP constructs contain a known GFI1B consensus-binding motif (AATC). This suggested that GFI1B activates TCF/LEF-dependent transcription without binding DNA directly. To test this, we generated TOP reporter genes with GFI1B binding motifs (AAATCTCTGCA) before and after the TCF/LEF binding sites and observed that GFI1B was now able to inhibit transcription of this modified TOP reporter (Fig. 4j). This inhibition was dependent on GFI1B DNA-binding capacity since a N290S mutation of GFI1B’s fifth zinc-finger domain, which abolishes DNA-binding of GFI1B, did not show any inhibition in this modified TOP reporter assay but rather activation similar to WT GFI1B (Fig. 4j). GFI1B N290S mutant in the unmodified TOP assay could still associate with β-catenin and activate TCF/LEF mediated transcription to the same extent as WT GFI1B (Fig. 4k, l), indicating that the ability of GFI1B to activate TCF-dependent transcription can be independent of its ability to bind DNA and by inference also its function as a transcriptional repressor.

### Gfi1b KO deregulates expression of Wnt target genes

To test whether this GFI1B activity can also be observed in vivo, we used a well-established *Axin2*^*LacZ*^ knockin reporter mouse, which enables monitoring of TCF/LEF dependent transcription by measuring β-galactosidase (LacZ) activity in mouse primary cells (Fig. 5a, Supplementary Fig. 2d)^35^. Compared to controls, β-galactosidase (LacZ) activity was reduced in HSCs and MKs with Gfi1b deletion (Fig. 5b). Quantification of mean fluorescence intensities (MFI) of LacZ in these cells showed the effect of Gfi1b deficiency on the *Axin2* promoter activity was measurable in all three cell subsets and was statistically significant in MKs (Fig. 5c). To validate this, we used a second in vivo reporter system, the *TCF/LEF:H2B-GFP* transgene reporter mice, in which six copies of a *TCF/LEF* responsive element are placed directly 5′ of a histone *H2B-GFP* fusion gene^36^. Similar to the *Axin2*^*LacZ*^ reporter system, a reduction of GFP intensities was observed in HSCs and MKs following Gfi1b deletion, again most significantly in MKs (Fig. 5d, e). These data indicate that Gfi1b absence leads to a transcriptional down-regulation of β-catenin driven target genes in vivo.

**Fig. 5:**
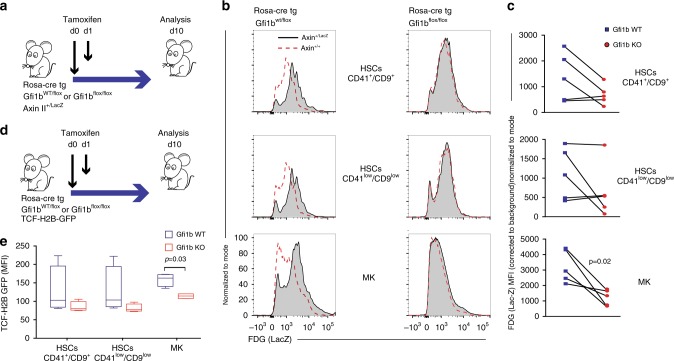
Gfi1b is required for the expression of Axin II- or TCF-dependent reporter alleles in HSCs and MKs in vivo (**a**–**c**) Axin2^+/LacZ^ Wnt-reporter mice were used. Littermates not carrying the reporter transgene (Axin2^+/+^) were used to correct for endogenous β-galactosidase activity. **a** Mice were analysed by FACS at day 10 following the first injection of tamoxifen. **b** FDG (LacZ staining) histograms of indicated FACS gated cells. A representative result from three independent experiments is shown. **c** Quantification of the mean fluorescence intensity (MFI) measured in the FDG channel (LacZ) normalized to endogenous β-galactosidase activity. Paired t-test was used for the analysis. (*n* = 5 mice per group) (**d**, **e**) In vivo measurement of canonical Wnt signaling activity in Gfi1b WT/KO MKs and HSCs by FACS using TCF-H2B-GFP transgene reporter mice. A Mann–Whitney U non-parametric test was used for the analysis. Boxplot Centre line shows median and bounds of box and whiskers show interquartile ranges of GFP MFI, *n* = 5 GFI1b WT and five GFI1B KO mice

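For the RNA-seq of sorted HSCs, bone marrow of 10 Gfi1b WT mice and of 5 Gfi1b KO mice was pooled before sorting, according to the methods. Each library would then hold the RNA of many mice, and there was 1 library per genotype and population. The populations analysed here were HSCs (Lin− cKit+ Sca1+ CD48− CD150+) and CD41low/CD9low HSCs, which gives 4 libraries. The sorted MKs of the same figure were not analysed here. The paper names the first population CD41+/CD9+ HSCs, and its results define HSCs as either CD41high/CD9high or CD41low/CD9low. Its RNA-seq methods list no CD41 or CD9 gate for the first population. Deletion of the floxed Gfi1b alleles was induced with tamoxifen, which activates the Cre recombinase expressed from the Rosa26 locus, 2 weeks before the experiment according to the methods and 10 days before it according to Fig. 6a. The control mice are heterozygous for the floxed allele and carry Rosa-Cre according to the methods, while the description deposited with the data names floxed mice lacking Cre. The authors aligned the reads to mm10 (GRCm38) with TopHat, counted them on Ensembl genes with HTSeq and deposited these counts without normalization. The total count on genes was 50781007 in WT HSCs and 41690708 in KO HSCs. In CD41low/CD9low HSCs it was 12732079 in the WT and 19123185 in the KO library. A gene with 3 counts, taken here as the smallest number that a library can show, corresponds to 0.059 CPM (counts scaled to the library total) in WT HSCs and to 0.236 CPM in WT CD41low/CD9low HSCs. For every 100 counts on genes, 80.0 reads in WT HSCs and 105.3 in KO HSCs were assigned to no annotated feature, against 62.0 and 60.1 in the CD41low/CD9low pair. The pairs were counted on different annotation releases, with 37140 genes in common, 1153 genes listed only for HSCs and 4074 only for CD41low/CD9low HSCs. For each pair, counts were divided by median-of-ratios size factors, the normalization of DESeq, and KO/WT ratios were computed for genes with at least 10 counts in at least 1 of the libraries, without a pseudocount. The interval given with a ratio is the exact (Clopper-Pearson) 95% binomial interval of the KO share of the gene's counts, carried over to the ratio, and covers sampling noise only. Since a dispersion cannot be estimated from 1 library against 1, edgeR's exact test was run with an assumed biological coefficient of variation (BCV) of 0.2, and no difference within a population has a replicate check.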

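In HSCs, 529 of 15910 genes were higher and 368 were lower in the KO than in the WT library at an adjusted p-value under 0.05 (edgeR's exact test with an assumed BCV of 0.2 and Benjamini-Hochberg adjustment). In CD41low/CD9low HSCs, 660 of 14844 genes were higher and 839 lower in the same test. These numbers depended strongly on the assumed BCV. At a BCV of 0.4, 66 genes were higher and 21 lower in KO HSCs, and 127 were higher and 162 lower in KO CD41low/CD9low HSCs. A fit to all 4 libraries with population as covariate, which has 1 residual degree of freedom and takes the populations as replicates of the genotype effect, gave 47 genes higher and 17 lower in KO among 14745 genes (edgeR's quasi-likelihood test, adjusted p-value under 0.05). Across 13535 genes, the log2 KO/WT ratios of the populations had a Pearson r of 0.113 and a Spearman rho of 0.18, where genes are not independent replicates, and 57.0% of the genes changed in the same direction. Gfi1b itself (ENSMUSG00000026815) lies on chromosome 2 of GRCm38 from 28609450 to 28621982 on the reverse strand, and exons 2 to 4 of its annotated transcript with 7 exons lie between 28613677 and 28615397. Its whole-gene count rose from 9256 in WT to 49910 in KO HSCs, a ratio of 6.655 (95% interval 6.509 to 6.805), and from 611 to 9741 in CD41low/CD9low HSCs, a ratio of 10.628 (95% interval 9.793 to 11.553). In the fit to all 4 libraries its log2 KO/WT was 3.06 (adjusted p = 3.4e-05, edgeR's quasi-likelihood test). A count per gene does not separate reads of exons 2 to 4 from reads of the remaining exons. From the membership of differentially expressed genes in published gene sets (Fig. 6b), which were not analysed here, the paper concludes that many of these genes are involved in Wnt/β-catenin signaling.

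**Figure D1:**
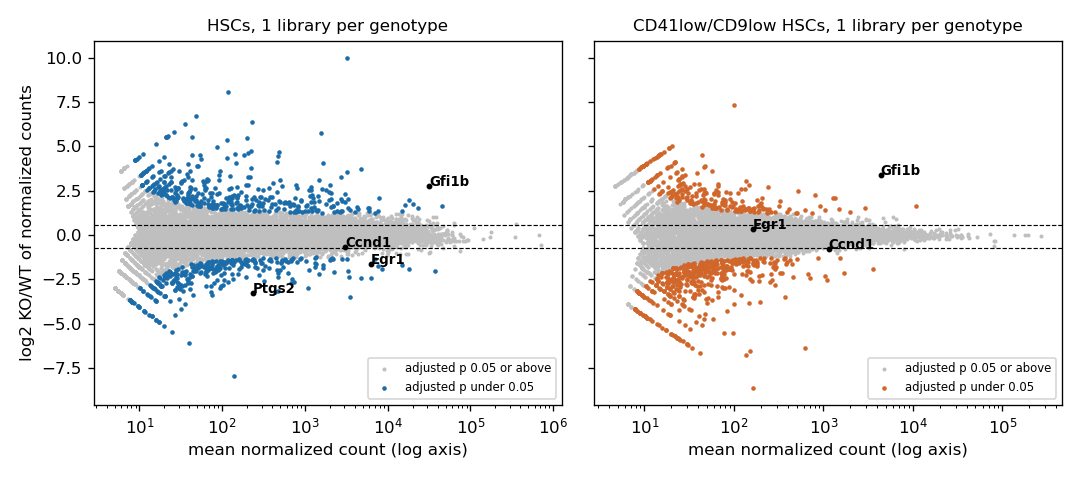
Each point is a gene with counts in both libraries, for HSCs on the left and CD41low/CD9low HSCs on the right. The x axis is its mean normalized count on a log axis and the y axis its log2 KO/WT ratio. Coloured points have an adjusted p-value under 0.05 in edgeR's exact test with an assumed BCV of 0.2, and dashed lines mark ratios of 1.5 and 0.6. Gfi1b lies far above the upper line in both populations, with ratios of 6.655 and 10.628.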

RNA-seq analysis comparing flow-sorted Gfi1b WT/KO CD41^+^/CD9^+^ HSCs, MKs, and CD41^low^/CD9^low^HSCs showed that many genes, which were differentially expressed between WT and Gfi1b-deficient cells, belong to previously published sets of genes^25^ involved in Wnt/β-catenin signaling (Fig. 6a, b). A set of genes that were described to be up-regulated following activation of canonical Wnt signaling^37^ was enriched in Gfi1b WT CD41^+^/CD9^+^ HSCs and CD41^low^/CD9^low^HSCs and a set of genes down-regulated upon activation of canonical Wnt signaling, was enriched in Gfi1b KO MKs (Fig. 6c).

**Fig. 6:**
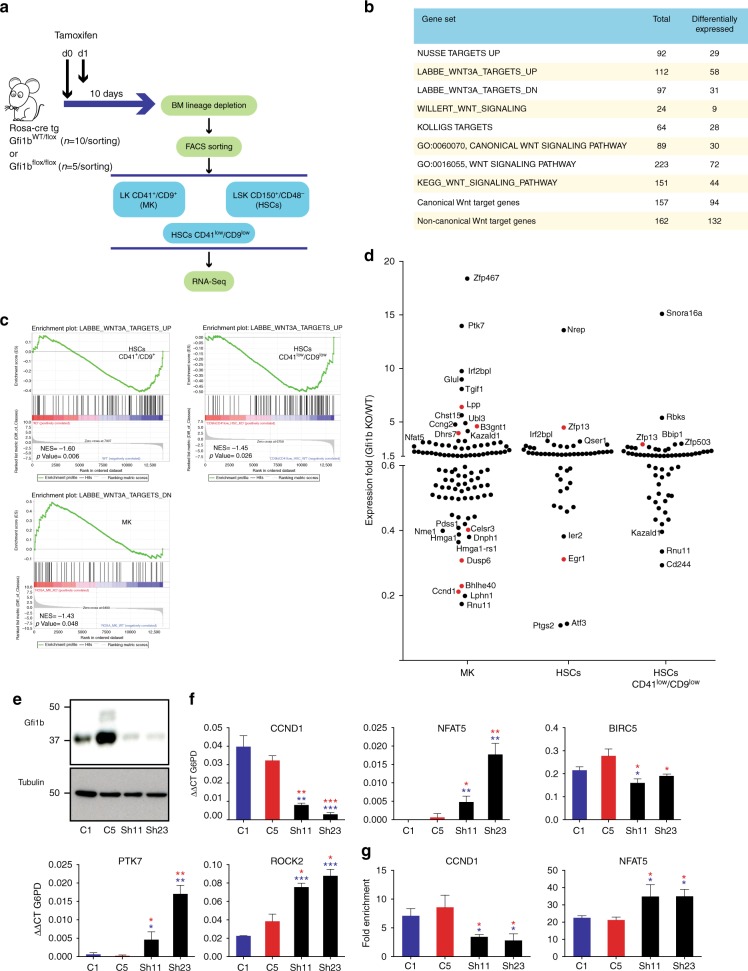
Deregulation of Wnt/β-catenin target gene expression in Gfi1b-deficient MKs and HSCs. **a** Gene expression analysis was done on sorted Gfi1b WT/KO MKs, HSCs and HSCs CD41^low^/CD9^low^ as indicated. **b**, **c** Gene set enrichment analysis (GSEA) of RNA-seq data from the sorted cells using published Wnt related gene sets (see Supplementary Table 2 for gene set references). **d** RNA-seq expression analysis of Gfi1b/β-catenin co-occupied genes (based on published ChIP-seq data) in the three Gfi1b WT/KO populations. Genes indicated in red also have peaks for LSD1 at their promoter. **e** GFI1B expression in two independent K562-derived cell lines stably expressing a scrambled control shRNA (C1, C5) and two lines expressing a GFI1B specific shRNA (Sh11, Sh23). **f** Expression analysis of Wnt target genes by RT-PCR in GFI1B shRNA KD and scramble shRNA stable K562 clones. **g** Enrichment of acetylated H3K9 at GFI1B/β-catenin target gene promoters by ChIP-qPCR in GFI1B shRNA KD and scramble shRNA stable K562 clones. (*P < 0.05, **P < 0.001, ***P < 0.0001 on a Welch corrected *t*-test compared to C1 (in blue) or C5 (in red), error bars show s.d, *n* = 3 technical replicates)

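At the cutoffs of 1.5 and 0.6 for the KO/WT ratio of normalized counts, 2248 of 15910 genes (14.13%) were up and 1639 (10.3%) were down in KO HSCs. In KO CD41low/CD9low HSCs, 1998 of 14844 genes (13.46%) were up and 1788 (12.05%) were down. These are cutoffs on a ratio between single libraries and not tests. The filter on low counts changed the numbers most. With at least 50 counts required in at least 1 library, 1431 genes were up and 792 down in HSCs, and 982 were up and 702 down in CD41low/CD9low HSCs. Supplementary Data 1 lists 57 genes co-occupied by Gfi1b and β-catenin for HSCs, of which 55 could be matched to a counted gene. The re-derived ratio was above 1.5 for all 32 matched genes listed as up, from 1.57 to 13.72, and below 0.6 for 14 of the 23 matched genes listed as down, whose ratios ran from 0.105 to 0.662. Of these genes, 6 of those up and 4 of those down had an adjusted p-value under 0.05 in edgeR's exact test. For CD41low/CD9low HSCs, 53 genes are listed and 48 could be matched, of which 1 had too few counts. The ratio was above 1.5 for 34 of the 36 matched genes listed as up and below 0.6 for 11 of the 12 listed as down. In edgeR's exact test, 3 of the matched genes up and 0 of the matched genes down had an adjusted p-value under 0.05. Only 12 of the 15 genes listed as down were matched, and the symbol Cd244 was among those left unmatched. The counts hold a gene Cd244a, with a ratio of 0.341 and an adjusted p-value of 0.0145 in the same test in CD41low/CD9low HSCs. Across all genes of Supplementary Data 1 with both values, the log2 ratios re-derived here and those of the paper had a Pearson r of 0.99961 over 175 genes in HSCs and of 1.0 over 175 genes in CD41low/CD9low HSCs, as a correlation across genes that are not independent replicates. Of the 133 genes that the paper lists as bound by all 3 factors, Gfi1b, β-catenin and LSD1, 123 passed the filter in HSCs. Among them 12 (9.76%, 95% Wilson interval 5.7 to 16.3) were up and 7 (5.69%, 2.8 to 11.3) were down, against 14.16% and 10.34% of all other genes (Fisher's exact test, p = 0.193 and p = 0.101, and 0.258 and 0.202 after Benjamini-Hochberg adjustment over the 4 comparisons). In CD41low/CD9low HSCs, 13 of 121 (10.74%, 6.4 to 17.5) were up and 5 (4.13%, 1.8 to 9.3) were down, against 13.48% and 12.11% of all other genes (Fisher's exact test, p = 0.425 and p = 0.00458, adjusted 0.425 and 0.0183). At the filter of at least 10 counts, the share down was thus lower than among other genes in CD41low/CD9low HSCs. The other shares were indistinguishable from those of other genes. Both statements depended on the filter. With at least 50 counts the share down in CD41low/CD9low HSCs was 2.61%, from 3 of 115 genes, against 5.86% of other genes. It was still lower, but the difference was no longer significant (Fisher's exact test, p = 0.163). Without a filter both shares in HSCs were below those of other genes (Fisher's exact test, p = 0.00173 up and p = 0.0058 down). So were the share up (Fisher's exact test, p = 0.0465) and the share down (Fisher's exact test, p = 0.000561) in CD41low/CD9low HSCs. With a gene called down below 1/1.5, at the filter of at least 10 counts, the share down there was 4.96% against 14.41% (Fisher's exact test, p = 0.00158).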

Next, we identified genes that were expressed over 1.5 fold-up or 0.6 fold-down in MKs, HSCs and CD41^−^/CD9^−^ HSCs and were also co-occupied by Gfi1b and β-catenin or also by LSD1 (Fig. 6d, Supplementary Table 2, Supplementary Fig. 3). To obtain this information, we interrogated published ChIP-seq datasets from the mouse embryonic stem cell (ESC)-derived hematopoietic precursor cell line HPC-7 for Gfi1b^38^, mouse ESCs expressing a tagged-β-catenin^39^ and with wt ESCs for LSD1^40^. We found 523 genes co-occupied by Gfi1b and β-catenin and 133 genes co-occupied by all three factors at promoters (Supplementary Fig. 4a, Supplementary Table 3). Among them were known canonical Wnt genes that were down-regulated in Gfi1b-null cells such as *Ccnd1* (regulator of cell cycle progression)^41^, *Egr1* (transcription factor)^42^ and *Ptgs2* (enzyme in prostaglandin biosynthesis)^43^ (Supplementary Figs 3 and 4b, Fig. 6d). 

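Ccnd1 (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925, GRCm38) fell from 3763.4 normalized counts in WT to 2350.8 in KO HSCs, a KO/WT ratio of 0.625 (95% interval 0.593 to 0.658, no replicates). In CD41low/CD9low HSCs it went from 1457.4 to 833.6, a ratio of 0.572 (0.526 to 0.622). With the assumed BCV of 0.2, the adjusted p-value of edgeR's exact test was 0.542 in HSCs and 0.311 in CD41low/CD9low HSCs, so the decrease was beyond sampling noise but not beyond the assumed variation between samples. Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) had 9512.5 normalized counts in WT and 3012.9 in KO HSCs, with a ratio of 0.317 (0.304 to 0.33) and an adjusted p-value of 0.00345 in edgeR's exact test. The gene was expressed at a much lower level in CD41low/CD9low HSCs, with 145.7 normalized counts in WT and 180.4 in KO, where its ratio of 1.238 (0.986 to 1.561) was indistinguishable from 1. The difference of 1.98 between its log2 ratios in the populations had an adjusted p-value of 0.0173 (interaction term, edgeR's likelihood ratio test with an assumed BCV of 0.2). Ptgs2 (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227) was counted 472 times in WT and 40 times in KO HSCs, a ratio of 0.105 (0.074 to 0.145) with an adjusted p-value of 8.3e-09 in edgeR's exact test. It had 0 counts in both CD41low/CD9low HSC libraries and was not detectable at their depth, which shows no less than 0.236 CPM in WT and 0.157 in KO. Changing the assumed BCV to 0.1 moved the adjusted p-value of Ccnd1 to 0.00877 in HSCs and to 0.00197 in CD41low/CD9low HSCs, and at a BCV of 0.4 that of Egr1 in HSCs rose to 0.987 and that of Ptgs2 to 0.0749. Egr1 and Ptgs2 belong to a set of 34 immediate-early genes, of which 33 were lower in KO HSCs. Their decrease could not be told apart from that of the set. The paper reads the lower expression of Ccnd1, Egr1 and Ptgs2 in Gfi1b-null cells, together with their co-occupancy, as a down-regulation of canonical Wnt genes bound by Gfi1b and β-catenin.

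**Figure D2:**
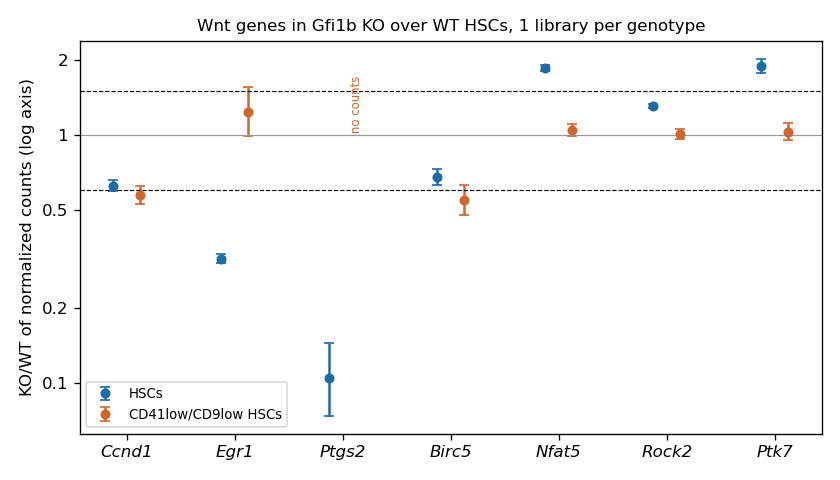
KO/WT ratio of normalized counts, on a log axis, of the Wnt genes that the paper names, in HSCs (blue) and CD41low/CD9low HSCs (orange), from 1 library per genotype. Bars are 95% intervals for sampling noise only, and dashed lines mark 1.5 and 0.6. Egr1 and Ptgs2 lie at 0.317 and 0.105 in HSCs, and Nfat5 and Ptk7 lie above 1.5 in HSCs and near 1 in CD41low/CD9low HSCs. For Nfat5 and Ptk7 the difference between the populations was not significant (adjusted p = 0.705 and 0.658, interaction term, edgeR's likelihood ratio test with an assumed BCV of 0.2).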

However, key non-canonical Wnt genes such as *Ptk7* (Wnt co-receptor)^22^, *Nfat5*^21^, *Zfp467* (regulator of the canonical Wnt inhibitor SOST)^44^, and *Rock2* (serine/threonine kinase downstream of PTK7)^45^ were up-regulated in Gfi1b-deficient MKs (Supplementary Table 2, Supplementary Figs. 3 and 4b).

To validate our findings further, we generated a GFI1B knockdown using shRNA in the human erythroleukemia cell line K562 (Fig. 6e). 

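In the mouse RNA-seq to which the knockdown is compared, Ccnd1 had a KO/WT ratio of 0.625 (95% interval 0.593 to 0.658) in HSCs and of 0.572 (0.526 to 0.622) in CD41low/CD9low HSCs. Birc5 (ENSMUSG00000017716, chromosome 11, 117849251 to 117855743, GRCm38) fell from 1872.3 to 1269.8 normalized counts in HSCs, a ratio of 0.678 (0.63 to 0.729), and from 556.0 to 303.7 in CD41low/CD9low HSCs, a ratio of 0.546 (0.475 to 0.628). Nfat5 (ENSMUSG00000003847, chromosome 8, 107293470 to 107379517) rose from 8708.7 to 16192.3 normalized counts in HSCs, a ratio of 1.859 (1.812 to 1.908), but its ratio was 1.043 (0.987 to 1.102) in CD41low/CD9low HSCs. Rock2 (ENSMUSG00000020580, chromosome 12, 16894895 to 16987823) had a ratio of 1.309 (1.281 to 1.338) in HSCs and 1.008 (0.963 to 1.055) in CD41low/CD9low HSCs. For Ptk7 (ENSMUSG00000023972, chromosome 17, 46564471 to 46629504) the ratios were 1.891 (1.769 to 2.022) and 1.031 (0.955 to 1.114). In CD41low/CD9low HSCs the intervals of Nfat5, Rock2 and Ptk7 thus include 1. All ratios come from 1 library per genotype, and with an assumed BCV of 0.2 none of these genes had an adjusted p-value under 0.05 in edgeR's exact test, the lowest being 0.255 for Birc5 in CD41low/CD9low HSCs and 0.258 for Ptk7 in HSCs. Lowering the assumed BCV to 0.1 in this test gave adjusted p-values of 0.000286 for Nfat5, 0.000267 for Ptk7, 0.0419 for Birc5 and 0.199 for Rock2 in HSCs. A correction for exon length, added after the data were seen, lowered the HSC ratios of Nfat5 to 1.461 and of Rock2 to 1.104. That of Ptk7 was then 1.844. The authors compare the direction of these changes in Gfi1b-deficient mice with that in K562 cells, in which the GFI1B knockdown lowered the canonical and raised the non-canonical Wnt genes.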

We confirmed reduced GFI1B levels decreased the expression of *CCND1* and *BIRC5* (canonical Wnt genes) and increased the expression of *NFAT5, ROCK2* and *PTK7* genes (non-canonical Wnt genes) (Fig. 6f), similar to that observed in cells from Gfi1b-deficient mice (RNA-seq data Fig. 6d, Supplementary Fig 3, Supplementary Table 2). Furthermore, the regulation of *CCND1* or *NFAT5* expression in GFI1B knockdown K562 cells correlated with lower or higher H3K9 acetylation at their promoters, respectively (Fig. 6g). This suggests that the expression changes induced by GFI1B correlate with the appropriate H3K9 acetylation changes at promoters of target genes.

Next, we performed RNA-seq analysis on two sets of Gfi1b WT and KO MKs obtained by cultivating lin-BM cells in vitro with TPO and SCF for 7 days (Fig. 7a). As with the previous RNA-Seq, many genes that were differentially expressed between WT and KO samples were part of previously published genes sets involved in Wnt/β-catenin signaling (Fig. 7b, c)^25^. Especially, two canonical Wnt gene sets were significantly down-regulated in Gfi1b KO MK samples (Nusse Targets up and Labbe Targets up, Fig. 7d). Interestingly, unsupervised clustering of canonical or non-canonical Wnt target genes clearly separated Gfi1b KO and WT MKs in both biological replicates (Fig. 7e). These findings confirmed that Gfi1b loss in HSCs or MKs can lead to both up- and down-regulation of Wnt target genes.

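For HSCs, both directions of change were present among the genes that the paper lists as bound by all 3 factors, Gfi1b, β-catenin and LSD1. In HSCs 12 of these genes had a KO/WT ratio above 1.5 and 7 a ratio below 0.6, and in CD41low/CD9low HSCs the numbers were 13 and 5, each from 1 library per genotype. Of all other genes, 14.16% were up and 10.34% down in HSCs, so most sets of this size would show both directions. Among the genes down in HSCs, Egr1, Trib1 and Rgs2 belong to the immediate-early genes, of which 33 of 34 were lower in KO HSCs. Zfp13 (ENSMUSG00000062012, chromosome 17, 23575844 to 23599487, GRCm38) was up in both populations, with a ratio of 4.228 (95% interval 3.038 to 5.983) and an adjusted p-value of 0.00107 in HSCs, and a ratio of 2.611 (1.653 to 4.276) and an adjusted p-value of 0.0839 in CD41low/CD9low HSCs (edgeR's exact test with an assumed BCV of 0.2). Egr1 was down in HSCs with a ratio of 0.317 (0.304 to 0.33) and an adjusted p-value of 0.00345 in the same test. Its ratio in CD41low/CD9low HSCs was 1.238 (0.986 to 1.561). Ccnd1 was down in CD41low/CD9low HSCs with a ratio of 0.572 (0.526 to 0.622), but its adjusted p-value there was 0.311 in the same test. When a gene was called down below 1/1.5 in place of 0.6, 10.57% in place of 5.69% of the co-occupied genes were down in HSCs. The share of all other genes then rose as well, from 10.34% to 12.76% (Fisher's exact test at 1/1.5, p = 0.586). The paper concludes, after its RNA-seq of MKs cultured in vitro, that losing Gfi1b in HSCs or MKs can raise as well as lower Wnt target genes.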

**Fig. 7:**
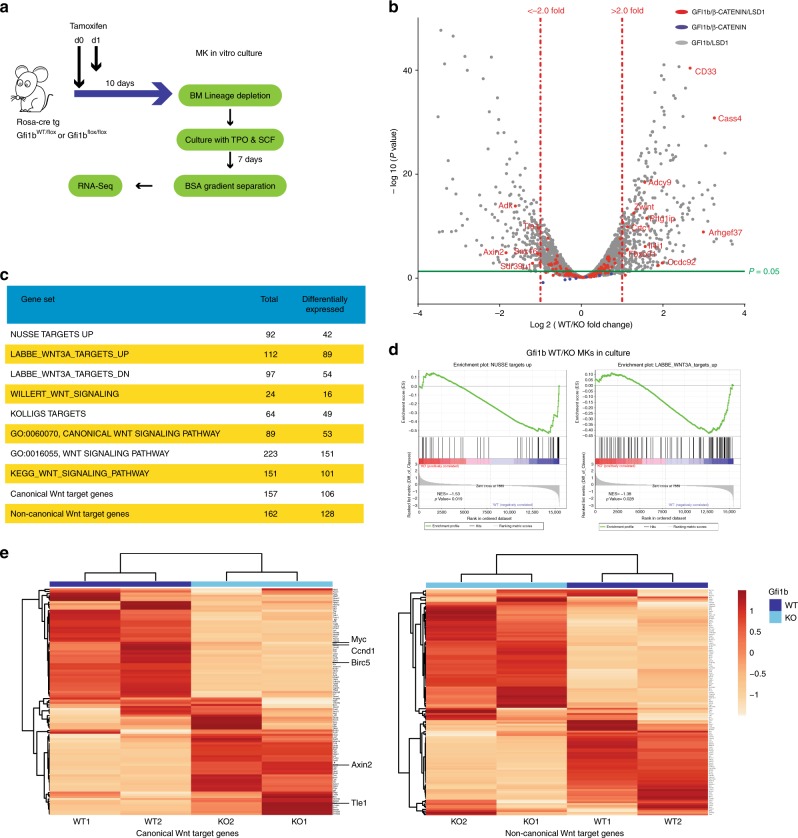
Canonical and non-canonical Wnt target genes are deregulated in Gfi1b KO MK in vitro. **a** Gfi1b WT/KO mice were taken to obtain lineage depleted BM cells, *n* = 2 GFI1b WT and GFI1B KO mice. Cells were taken into culture in the presence of TPO and SCF for 7 days and MK were separated using BSA gradient followed by RNA-seq analysis. **b** Volcano plot of expression fold change (KO/WT) over the *P* value of differences between WT and KO. Vertical dashed lines show the threshold of two-fold change in expression in KO samples compared to WT. The color code shows the co-occupation of promotor by indicated factors as seen in ChIP-seq data from K562 cells. **c**, **d** Gene set enrichment analysis (GSEA) of RNA-seq data from the sorted cells using published Wnt related gene sets and two new sets of Wnt target genes pooled from published data. **e** Unsupervised clustering of RNA-seq data using indicated gene sets

### β-catenin co-occupies regions targeted by Gfi1b and LSD1

The analysis of published ChIP-seq datasets from HPC7 cells for Gfi1b and knock-in ES cells for β-catenin^38–40,46^ showed that Gfi1b and β-catenin co-occupy several loci within 1 kb of a promoter (Supplementary Fig. 5a and b). We next examined the genomic features found closest to a binding site for one factor as a function of its proximity to a binding site of the other factor using these datasets and a CTCF ChIP-seq dataset^46^ as a control, which showed no relation with features associated with Gfi1b and only a limited relation for β-catenin. When Gfi1b peaks overlap a β-catenin peak, they are more frequently present at transcription start sites (TSS) and conversely, β-catenin peaks are more likely found at a TSS when they overlap a Gfi1b peak, as compared to peaks with more than 1 kb distance to the other factor (Supplementary Fig. 5a–c). A comparable pattern was found for both Gfi1b and β-catenin peaks relative to their distance to LSD1 binding sites (Supplementary Fig. 5b and c).

To confirm a co-occupation of GFI1B, β-catenin, and LSD1 at specific genomic sites at endogenous expression levels in the same cells, we performed ChIP-seq analysis with K562 cells treated or not with Wnt3A for 4 h to obtain the highest levels of active, nuclear β-catenin (Supplementary Fig. 6). β-catenin peaks showed a statistically significant overlap with GFI1B and LSD1 peaks at promoters (Fig. 8a, Supplementary Fig. 7a and Supplementary Table 4) and also that many more genes are occupied by the tripartite complex (GFI1B/β-catenin/LSD1) than by LSD1/β-catenin or by GFI1B/β-catenin (Fig. 8a). *AXIN2* and *YAF2* are examples of gene promoters specifically targeted by β-catenin, GFI1B, and LSD1 upon Wnt3a treatment (Fig. 8b).

**Fig. 8:**
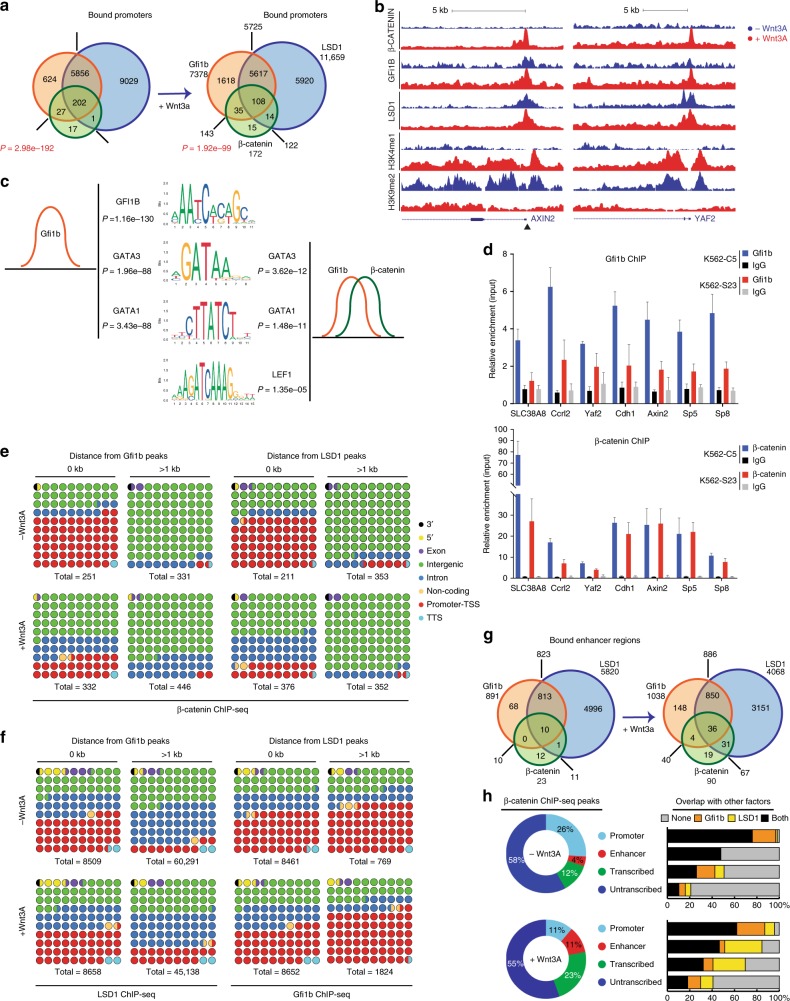
GFi1b, β-catenin and LSD1 co-occupy sites at enhancer regions and gene promoters. **a** Venn diagram showing GFI1B, β-catenin and LSD1 ChIP-seq promoter binding prior to and after Wnt3A treatment of K562 cells. *P* indicates statistical significance of overlap between GFI1B and β-catenin calculated using Fisher’s exact test. **b** Example of target genes *Axin2* and *Yaf2* bound by GFI1B, β-catenin and LSD1 and H3K4me1 and H3K9me2 enrichment before and after Wnt3A treatment. Arrowhead indicates the presence of Gfi1b and TCF binding motifs in the Axin 2 promoter. **c** Motif enrichment analysis under GFI1B peaks alone (top) and Gfi1b/β-catenin overlapped peaks (bottom). **d** GFI1B (top) and β-catenin (bottom) ChIP-PCR analysis in K562 stable clones expressing GFI1B (S23) or scramble (C5) shRNA (error bars show s.d, *n* = 3 technical replicates). **e** Distribution of β-catenin peaks based on their distance to GFI1B peaks (left panel) and LSD1 peaks (right panel). **f** Distribution of LSD1 peaks based on their distance to GFI1B peaks (left panel) and reversely (right panel). **g** Venn diagram showing GFI1B, β-catenin and LSD1 binding at enhancer regions prior to and after Wnt3A treatment of K562 cells. **h** Distribution of β-catenin peaks (left) and their overlaps with GFI1B and/or LSD1 peaks based on the genomic feature of each bound region

Motif analysis revealed, as expected, that sites bound by GFI1B were significantly enriched for the GFI1B binding motif as well as GATA binding motifs genome-wide (Fig. 8c). However, sequences at sites co-occupied by β-catenin and GFI1B were found to be prominently enriched for the LEF1 motif as well as GATA factor motifs, but not for GFI1B’s own binding motif (Fig. 8c). This suggests that GFI1B has a different DNA binding activity specifically at β-catenin sites. Notably, Wnt stimulation did not alter the majority of GFI1B and LSD1 targeted promoters and enhancers (Supplementary Fig. 7a, b). β-catenin bound most frequently to promoters and enhancers where GFI1B and LSD1 are already present prior treatment (Supplementary Fig. 7a, b).

To assess whether recruitment of β-catenin is GFI1B dependent, we carried out both GFI1B and β-catenin ChIP-qPCRs on CHIR99021 treated K562 cells with WT (K562-C5) and KD (K562-S23) levels of GFI1B. Levels of GFI1B enrichment confirmed the decrease in GFI1B protein at target genes within GFI1B KD K562 cells (Fig. 8d). Importantly, depletion of GFI1B lead to a significant decrease in β-catenin enrichment at target loci, such as *SLC38A8* and *YAF2*, indicating that β-catenin recruitment is GFI1B-dependent at these promoters (Fig. 8d). Other loci, like *AXIN2* and *SP5*, did not show significant changes in β-catenin levels with GFI1B depletion, indicating that β-catenin may also bind to specific loci independently of GFI1B in K562 cells.

Since LSD1 is a histone demethylase, specifically for histone 3, lysine 4, and 9 (H3K4 and H3K9), we assessed H3K4me1 and H3K9me2 levels by ChIP-seq in K562 cells before and after Wnt3a treatment. The majority of genes have high H3K4me1 enrichment if targeted by one or more of β-catenin, GFI1B and LSD1 upon treatment (60–90%). Only when none of the three factors were detected at promoters did similar proportions of genes experience increases or decreases in H3K4me1 levels (Supplementary Fig. 7c). Furthermore, promoters targeted by one or more of the three factors mostly had a distinct decrease in H3K9me2 enrichment (60–100%). This indicates that upon Wnt stimulation chromatin priming may occur with a general increase in H3K4me1 and decrease in H3K9me2 at promoter targets of one or more of the three factors and not due to LSD1 alone.

### Genomic distribution of β-catenin, GFI1B and LSD1 peaks

GFI1B associates mostly at promoter regions (~48%), while LSD1 was located primarily within intergenic (~37%) or intronic (~41%) regions (Supplementary Fig. 7d). This genomic distribution did not significantly change upon Wnt3A stimulation. β-catenin was bound within intergenic regions mostly (~61.5%), however, upon treatment, the most notable shift appears as a 55.7% decrease in the proportion of β-catenin peaks at promoters. The genomic distribution for one factor as a function of its proximity to a binding site of another factor showed that β-catenin peaks overlapping with a GFI1B or LSD1 peak shift from predominantly promoter (61 to 24.5%) to intergenic regions (26.5–50%) upon Wnt3A activation (Fig. 8e). Analysis of established enhancer regions showed there was a strong increase in the number of enhancers co-bound by β-catenin, GFI1B, and LSD1 following Wnt activation (Fig. 8f–h and Supplementary Table 5). Similarly to promoters, a shift was seen mostly with β-catenin localization rather than GFI1B or LSD1 at enhancers with Wnt3a treatment (Supplementary Fig. 7b).

### Increased Wnt/βcatenin signaling rescues Gfi1b KO phenotype

To test whether Gfi1b null phenotypes can be rescued by reactivating Wnt/β-catenin signaling pathway in primary HSCs and MKs, we explanted bone marrow cells from Rosa Cre-ER, Gfi1b^fl/fl^ mice or controls after injection of Tamoxifen to induce Gfi1b deletion, followed by a lineage depletion. The cells were put in culture and treated with recombinant Wnt3A (a canonical Wnt ligand) (Fig. 9a). After 7 days in culture, non-treated HSC and MK samples from Gfi1b KO mice expanded as expected several fold over WT controls (Fig. 9b). However, treatment with Wnt3A inhibited this expansion in a dose dependent manner, most significantly in MKs (Fig. 9b). To validate this hypothesis further, we infected isolated CD45.2+ Gfi1b-deficient lin-BM cells with retroviral vectors directing the expression of the constitutively active form of β-catenin or GFP as a control. These cells were transplanted into irradiated CD45.1 recipient mice in order to study the impact of canonical Wnt signaling activation in Gfi1b KO cells. Flow cytometric analysis, 4 months post transplantation, showed that Gfi1b-deficient β-catenin^+^ HSCs frequencies were significantly lower than those of GFP controls (Supplementary Fig. 8a and b) suggesting that activating the canonical Wnt signaling pathway by retroviral expression of active β-catenin, inhibits in vivo expansion of Gfi1b KO HSCs. Finally, we follow up on the findings that Gfi1b loss leads to impaired MKs spreading on fibronectin coated matrix and treat Gfi1b null MKs with Wnt3A in a dose dependent manner. The effects are quantified by measuring the RI and find that Gfi1b null MKs became less round, start spreading and resemble WT MKs when treated with Wnt3A (Fig. 9c, d). Conversely, treatment of Gfi1b WT MKs with Wnt3A led to a RI decrease and higher Wnt3A concentration treated WT MKs resemble untreated Gfi1b KO MKs (Fig. 9d and Supplementary Fig. 8c). This data suggest that Gfi1b is required to maintain a level of Wnt/β-catenin activity necessary to control HSC and MK cellularity and the response of MKs to integrin.

**Fig. 9:**
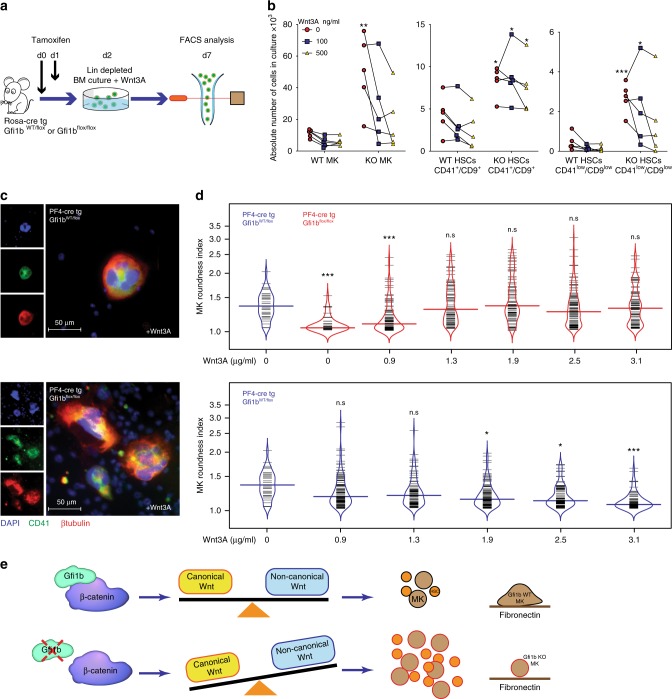
Up-regulation of canonical Wnt signaling rescues Gfi1b-deficient phenotypes in HSCs and MKs. **a**, **b** Lineage depleted Gfi1b WT/KO BM cells were taken into culture under the indicated concentrations of Wnt3A. MKs and HSCs CD41^low^/CD9^low^ were quantified by FACS at day seven post Tamoxifen injection, *n* = 5 GFI1b WT and five GFI1B KO mice. **c** Gfi1b KO MKs spreading on fibronectin-coated matrices is rescued by Wnt3A treatment. **d** MK roundness index plotted as bean plot. Upper part: spreading of Gfi1b KO MKs on Fibronectin coated matrices is rescued by Wnt3A treatment at increasing concentrations. Lower part: spreading of WT MKs on Fibronectin coated matrices is abrogated by Wnt3A treatment at increasing concentrations. (*p < 0.05, **p < 0.001, ***p < 0.0001 on a Mann–Whitney U-test, colored horizontal line shows median, *n* values for upper part are, in order from left to right: 39, 46, 95, 83, 91, 111, and 87. *n* values for lower part are, in order from left to right: 39, 120, 89, 108, 86, and 81). Each horizontal short line represents one individual cell. **e** Proposed model: Gfi1b interacts with β-catenin and regulates Wnt signaling in HSCs and MKs. Deletion of Gfi1b alters the balance between canonical and non-canonical Wnt signaling leading to expansion of HSCs and MKs and impaired MKs spreading on Fibronectin coated matrix

## Discussion

The concept that Gfi1b regulates Wnt/β-catenin target genes is supported by several, independent lines of experimental evidence from this study: Gfi1b is found in β-catenin protein complexes found in immune-precipitations analyzed by mass spectrometry as well as BioID experiments and western blotting; Gfi1b, LSD1, and β-catenin co-target promoters and enhancers at endogenous levels in the erythroleukemic K562 cell line; β-catenin binds significantly less at specific target regions in K562 cells upon GFI1B depletion; GFI1B activates TCF-dependent transcription in a TOP/FOP reporter assay and Gfi1b deficiency leads to lower Wnt/β-catenin signaling in MK and HSCs in vivo when measured by two different Wnt/β-catenin dependent reporter mice. Also, Gfi1b- deficient murine HSCs and MKs show deregulated expression of Wnt target genes and knockdown of GFI1B in K562 cells reproduces this deregulation of Wnt target genes seen in cells from Gfi1b knockout mice. And lastly, cellular defects associated with Gfi1b deficiency can be in part restored by overexpressing β-catenin or by stimulating the Wnt/β-catenin signaling pathway.

Our biochemical analyses suggest that a tripartite Gfi1b/LSD1/β-catenin complex exists occupying promoter and enhancer regions. This is supported by published ChIP-seqs from transfected cells over-expressing these factors and our own ChIP-seqs on K562 cells in which this complex exists endogenously at target sites. One important line of evidence suggesting the importance of GFI1B for β-catenin recruitment to DNA is the fact that almost all β-catenin binding sites significantly overlap with GFI1B binding sites (see Fig. 8a). Notably, we discovered that GFI1B is essential for β-catenin to associate with specific target regions, like *YAF2* and *CCRL2*, upon Wnt signaling activation. Other loci, like *AXIN2* and *SP5*, did not show a significant change in β-catenin levels upon GFI1B depletion, despite the tripartite complex being detected at these loci in K562 cells. This indicates that β-catenin may also bind to some loci independently of GFI1B.

Interestingly, the majority of β-catenin targets are co-occupied by GFI1B and LSD1, while β-catenin only co-occupies a very small fraction of GFI1b/LSD1 targets (108 of 5727 in Wnt treated cells, see Fig. 8a). This may indicate that besides GFI1B and LSD1’s influential role in Wnt/β-catenin biology, both are involved in multiple other processes, whereas many β-catenin targets are affected by GFI1B and LSD1. In addition, it is notable that while the overall number of β-catenin peaks increases following Wnt3A treatment (from 603 to 815), a considerable number of promoters were bound by β-catenin in untreated cells (247), suggesting the existence of a baseline level of activity of β-catenin.

The tripartite Gfi1b/LSD1/β-catenin complex also acts in such a way that GFI1B recruits LSD1 to β-catenin or at least enhances the interaction between LSD1 and β-catenin. This is supported by reporter gene assays and immune-precipitation experiments with mutant forms of GFI1B that lack or disrupt the SNAG domain and no longer bind to LSD1. Our data corroborate findings in other systems in particular the observation that β-catenin can recruit LSD1 to regulate the expression of the tumor suppressor Lefty1 in mouse embryonic stem cells^47^. Similarly, another study identified LSD1 as a component of β-catenin complexes that also contained DNMT1 in human colorectal cancer cell line HCT116^48^. It has been shown as well that LSD1 promotes Wnt/β-catenin pathway activation in liver cancer initiating cells and HCT 116 cell line^49,50^.

We have obtained data supporting that a tripartite Gfi1b/LSD1/β-catenin complex can act as either an activator or repressor. For instance, the canonical Wnt/β-catenin target gene *Ccnd1* promoter is occupied by Gfi1b, β-catenin, and LSD1 in mouse ESCs and its expression and H3K9 acetylation levels are decreased in Gfi1b-deficient cells upon Gfi1b knockdown. Additionally, our findings that LSD1 and GFI1B together enhance TCF mediated transcription even more than GFI1B alone support a model of a Gfi1b/LSD/β-catenin activator complex. Alternatively, we show that GFI1B interacts with a number of β-catenin inhibitors, such as CtBP1 or TLE1. It is therefore conceivable that GFI1B can also sequester these inhibitors, thereby liberating β-catenin from their inhibitory effect, leading to increased β-catenin target gene expression. The results from our TOP/FOP reporter assay with GFI1B in the presence of CtBP1 or TLE1 also support this possibility.

In contrast, the non-canonical Wnt genes *NFAT5*, *PTK7* and *ROCK2* show increased expression in Gfi1b-deficient cells and the *NFAT5* promoter shows increased H3K9 acetylation. This suggests that non-canonical Wnt targets respond differently to GFI1B than canonical Wnt/β-catenin targets. Also, regulation of Wnt/β-catenin target genes by Gfi1b is evident in primary flow sorted hematopoietic cells and MKs obtained after prolonged culturing with growth factors and cytokines. However, their Gfi1b dependent regulation of expression is not the same, suggesting that the regulatory link between Gfi1b and β-catenin and their gene expression effects is context dependent.

Analysis of consensus motifs at GFI1B and β-catenin binding sites also supports a regulatory interaction between the two proteins but do not reveal the mechanism of this interaction. While there are promoters where GFI1B and β-catenin bind only after Wnt treatment (*AXIN2* and *YAF2* are examples), Wnt stimulation does not alter the majority of GFI1B and LSD1 binding and β-catenin generally binds to promoters where GFI1B and LSD1 are already present. The fact that GFI1B binding motifs are less frequent at such sites compared to sites bound by GFI1B but not β-catenin suggests that GFI1B plays a role at these sites which is specific to the regulation of β-catenin targets. It should be noted that consensus motifs are not strictly required for binding to DNA. It is possible for transcription factors to bind in the absence of their established motif, and to have their nucleotide sequence preference altered by DNA shape, genomic context, DNA modifications and coding and noncoding (genetic) variation^51^. Our data suggest that GFI1B recruitment to TCF/LEF sites can be independent of its consensus element. An alternative possibility is that GFI1B can be recruited in a complex with β-catenin to TCF at sites where TCF binds DNA. In this situation GFI1B does not necessarily have to contact DNA directly and thus would not require a DNA binding motif to be present at this site. Independently of this, we also suggest an additional potential mechanism whereby GFI1B could activate TCF-dependent transcription by sequestering negative regulators without binding DNA or occupying a specific site via another factor. This mechanism is also independent of DNA binding. At the moment, we have evidence supporting these models without excluding one or the other. It is also possible that GFI1B is present at sites prior to the recruitment of β-catenin as a form of priming, and that once β-catenin is recruited to these sites, it forms a new complex with GFI1B that is responsible for the regulation of the gene. The fact that recruitment of β-catenin to many of these sites is reduced in the context of GFI1B knockdown supports this hypothesis.

While Gfi1b deletion leads to both HSC and MKs expansion and, upon Wnt3a treatment, a significant decrease in expansion in both cell populations, there are differences in the expression of Wnt target genes between these cell populations (Fig. 6d). This may be due to different transcription factors and other gene regulator within the two different cell populations. For example, self-replicating and pluripotent HSCs distinctly contain Gfi1 and PU.1, while the more differentiated MKs contain Gata1 and Fli1 which are not prominent in HSCs^52,53^. These transcription factors could distinctly influence Gfi1b’s genomic target regions within these different cells populations and lead to expressional differences of Wnt target genes, further highlighting the need for future research.

Our finding that treatment of Gfi1b-deficient HSCs and MKs with Wnt3A treatment can rescue both the expansion of HSCs and MKs, as well as the spreading of Gfi1b-deficient MKs strongly supports a role of Gfi1b as a regulator of the Wnt/β-catenin pathway. This may be possible through β-catenin recruitment to target loci that do not depend on Gfi1b, such as *AXIN2* and *SP5*, but which nevertheless are targeted by the tripartite complex. Other transcription factors like, Gata1, Fli1, TCF1 or LEF1 could potentially be influencing factors of β-catenin recruitment in these cases. Further evidence comes from our experiments using retroviral transduction of active β-catenin into bone marrow cells of Gf1b- deficient mice, which led to a significant reduction of HSCs and MKs cell numbers in mice transplanted with transduced BM cells.

Our findings describe an unexpected function for GFI1B in modulating Wnt/β-catenin signaling, which differs from its traditional activity as a transcriptional repressor, since mutants that lack direct DNA binding still activate TCF dependent transcription and the genomic sequences at sites of co-occupation of Gfi1b/β-catenin and LSD1 lack the classical Gfi1/Gfi1b DNA consensus motif, suggesting that GFI1B may act as part of yet undescribed regulatory complexes. This new function of Gfi1b as a regulator of the Wnt/β-catenin pathway appears essential for HSCs and MKs to maintain their cellularity and for MKs to respond to integrin ligands properly (Fig. 9e). Although further investigation into the precise mechanism of this novel role is required, it is plausible that the level of Gfi1b expression is critical not only for the fine-tuning of the expression of Wnt/β-catenin target genes, but also for the balance between canonical and non-canonical Wnt signaling in these cells to maintain their functionality.

## Methods

### Mice

Gfi1b^fl/fl^ mice^9^ were crossed with Rosa-CreERT2, and Axin2^+/LacZ^ (Jackson, B6.129P2-Axin2tm1Wbm/J) or TCF/Lef:H2B-GFP (Jackson, 61Hadj/J) transgene reporter line. PF4-cre mice were used to delete Gfi1b in MKs for immunofluorescence microscopy analysis. Age and sex-matched mice were used in all experiments. For BM transplantation C57B6 CD45.1 mice were used. All mice were housed under SPF conditions and the IRCM Institutional Review Board approved all animal protocols and experimental procedures were performed in compliance with IRCM and CCAC (Canadian Council of Animal Care) guidelines.

### Treatment

Suboptimal doses of tamoxifen were injected at 100 mg per kg at day 0 followed by 50 mg per kg the day after, and mice were analyzed at day 10.

### Flow cytometry analysis, sorting of HSCs and MKs

Hematopoietic cells were analyzed with LSR, or LSR Fortessa flow cytometers (BD Biosciences, Mountain View, CA) and analyzed using BD FACS Diva software (BD Biosciences) or FlowJo (for histogram overlays; Tree Star). For cell sorting, lineage negative BM cells were first depleted using mouse lineage cell depletion kit (Miltenyi Biotec) then applied to five-laser FACSAria II sorter (BD Biosciences).

### Cell culture

K562 (ATCC CRL-3344), HEL (ATCC TIB-180) cells were maintained in RPMI media (Multicell) supplemented with 10% Bovine Growth Serum (RMBIO Fetalgro) and 100 IU Penicillin and 100 μg/ml Streptomycin (Multicell). HEK-293 (ATCC CRL-1573) and U2OS (ATCC HTB-96) cells were maintained DMEM media (Multicell) with above mentioned supplements. We verified that none of the cell lines used in this study were found in the Register of Misidentified Cell Lines maintained by the International Cell Line Authentication Committee.

### Antibodies

The following  antibodies were used for western blots analysis at 1/1000 dilution: β-catenin (cell signaling 9566 and 4176), TLE1 (sc-9121), TLE3 (sc-13374), Pontin52 (ab133513), CHD8 (cell signaling 7656), LSD1 (sc-67272 and cell signaling 4064), Gfi1b (ARP30094 and sc-28356), Tubulin (cell signaling 9099), G6PD (ab993), HDAC1 (ab702A). Uncropped and unprocessed scans of the western blots are provided in Supplementary Data 3.

### Immunofluorescence of Gfi1b WT/KO MKs

Lineage depleted bone marrow from PF4-Cre Gfi1b-flox/flox and Gfi1b-wt/flox mice were cultured in Stemspan/2.6% FBS supplemented with 1% L-Glutamine and SCF (20 ng per ml). TPO (50 ng per ml) was added to fresh medium at day 2 and cells were cultured for 4 more days. MKs were enriched on a BSA gradient and plated on fibronectin (500 µg per ml; Life Technology) coated 12-µ-chamber slide (ibidi). Cells were incubated at 37 °C, 5% CO_2_ for 3–6 h with or without Wnt3A (R&D systems) allowing megakaryocytes to attach and spread. After incubation cells were fixed with 4% formalin, permeabilized with 0.1% Triton-X100 in PBS, and blocked with FcBlock (1:500; BD Biosciences). Cells were then labeled with FITC-CD41 (BD Biosciences), AF555-*β*-tubulin (Cell Signaling) and covered with Vector Shield containing DAPI (Vector Laboratories). Immunofluorescence imaging of the slides was done using a DCX-950P DP72 camera (Sony) mounted on a Leitz DMRB microscope (Leica). Images were analyzed using ImageJ v1.46r (NIH).

### BioID-MS data analysis

The BioID-MS data were analyzed using the ProHits software^54,55^. The Proteowizard4 tool was used to convert RAW files to.mzXML files. Peptide search and identification were performed by using Human RefSeq version 57 and the iProphet tool integrated in ProHits^56^.

### GO term enrichment analysis

Functional annotation of GO terms was analyzed by using the g:Profiler tool^57^. Biological process or molecular function of prey proteins identified in GFI1B-BirA*-Flag BioID/MS or β-catenin-BirA*-Flag BioID/MS with the indicated constructs are shown in heat map analyses. Reviewed UniProtKB entries of the prey proteins analyzed in Significance Analysis of INTeractome (SAINT) results generated in ProHits were entered in the Query field on g:Profiler for GO term analysis^54,55,58^. Contaminant proteins identified in GFI1B-Flag AP/MS were filtered by using the Contaminant Repository for Affinity Purification (CRAPome)^59^ repository prior to the GO term analysis on g:Profiler. The enrichment score of GO terms is shown as the −log10 of corrected *P* values.

### Dot plot analysis

SAINT output files of GFI1B-BirA*-Flag BioID/MS or *β*-catenin-BirA*-Flag BioID/MS data analyzed in ProHits were submitted in ProHits-viz to perform dot plot analyses^60^.

### TOP/FOP Flash reporter assays

293T Cells were transfected with TOP/FOP Flash reporters, β-galactosidase, and effector plasmids using Lipofectamine® (ThermoFisher) and luciferase activity was normalized by β-galactosidase activity^61^.

### Quantification of intracellular β-galactosidase activity

Lineage negative BM cells were loaded with 2 mM Fluorescein di-*β*-D-galactopyranoside (FDG) substrate (AAT Bioquest) by hypotonic shock at 37 °C for 5 min, prior to cell surface antibody staining. *β*-galactosidase reaction was stopped with 1 mM Phenylethyl *β*-D-thiogalactopyranoside (PETG, Sigma).

### Gene expression profiling by RNA-seq analysis

Bone marrow from 2 tibiae, 2 femora and 2 humeri (from 5 Rosa-Cre Gfi1b^fl/fl^ and 10 Rosa-Cre Gfi1b^wt/fl^ mice treated with tamoxifen 2 weeks prior the experiment) was harvested in PBS/2.5% FBS and pooled prior to lineage negative depletion using autoMACS Pro separator (Miltenyi Biotec). Cells were incubated with a lineage antibody cocktail (B220, CD3, CD4, CD8, Gr1, CD11b, NK1.1, Il7R, CD19) and then labeled with PE/Cy5- streptavidin, PE-anti-CD41, AF700- anti-CD9, APC- anti-CD150, BV421-anti-cKit, BV510-anti-CD48 and PE/Cy7-anti-Sca1 antibodies. MKs (Lin^−^ cKit^+^ CD41^+^ CD9^+^), HSCs (Lin^−^ cKit^+^ Sca1^+^ Cd48^−^ CD150^+^), and HSCs CD41^low^ CD9 ^low^ were sorted on FACSAria II sorter (BD Biosciences). RNA was extracted using MagMax-96 Total RNA Isolation kit (Ambion) and quality-checked with RNA 6000 Pico kit (Agilent). RNA-seq libraries were prepared from the RNA extracts using the Illumina TruSeq Stranded mRNA Kit according to the manufacturer’s instructions, and sequenced using the TruSeq PE Clusterkit v3-cBot-HS on an Illumina HiSEq 2000 system. Sequencing reads were aligned to the mm10 genome using Tophat v2.0.10^62^. Reads were processed with Samtools^63^ and then mapped to Ensembl transcripts using HTSeq^64^. Differential expression was tested using the DESeq R package^65^(R Core Team 2015, http://www.r-project.org/). A genome coverage file was generated and scaled to RPM using Bedtools^66^. RNA-seq data are available under accession number GSE71310 (MKs) and GSE85737 (HSCs). Total read numbers and aligned read numbers for each experiment is shown in Supplementary Data 1.

### Functional analysis

The enrichment of selected biological functions of interest (Supplementary Table 1) was also analyzed using the GSEA tool^67^. Normalized read counts for Ensembl genes from HTSeq were used and enrichment calculated using 1000 Gene Set permutations. Unsupervised clustering analysis was done using web tool ClustVis (https://biit.cs.ut.ee/clustvis/).

### Consensus motif analysis

Motif scanning was performed using the AME tool from the MEME Suite^68^ using the JASPAR CORE 2016 database.

### Chromatin immuno-precipitation (ChIP)

GFI1B, LSD1, β-catenin and histone modification ChIPs were performed on 1–20 × 10^6^ K562 cells treated or untreated in culture with 100 ng per ml rhWnt3a (5036-WN; R&D Systems) or CHIR99021 (SML1046;Sigma) for 4 or 8 h, respectively. The cells were cross-linked with 1.5 mM EGS for 20 min and 1% formaldehyde for 8 min before quenching with 125 mM glycine. Cells were lysed in lysis buffer and sonicated using a Covaris E220 to generate 200–600 bp fragments^69^. Samples were immuno-precipitated with 2–5 µg of either anti- GFI1B (ARP30094_P050; Aviva Systems Biology), anti-LSD1 (ab17721;Abcam), anti-β-catenin antibody (71–2700; ThermoFisher), anti-H3K4me1 (ab8895, Abcam), anti-H3K4me2 (ab11946; Abcam), anti-H3K4me3 (ab8580; Abcam) or anti-H3K9me2 (ab1220; Abcam). Libraries were generated according to Illumina’s instructions. Libraries were sequenced on the Illumina Hi-seq 2000 following the manufacturer’s protocols to obtain 50 bp paired end reads. ChIP-seq results for Gfi1b binding in HPC7 cells^38^ and CTCF in ESCs^46^ were obtained from the laboratory website of Dr. Goettgens (http://hscl.cimr.cam.ac.uk/). Results for β-catenin^39^ and LSD1^40^ binding in ESCs were obtained from GEO accessions GSE43597 and GSE22557, respectively. External datasets were obtained in the form of.bed files of peaks and.wig visualization tracks, aligned to the mm9 build, with the exception of LSD1, which only included the.bed peak file.

### Annotation databases used

For gene promoters, we used the Ensembl Genes 92 database, dataset GRCh38.p12. (https://useast.ensembl.org/index.html) For enhancer regions, we used the Fantom5 human_permissive_enhancers_phase_1_and_2 enhancers (February 2015) dataset (http://fantom.gsc.riken.jp).

### Megakaryocytes in vitro culture and roundness index

Primary megakaryocytic cultures were prepared by flushing bone marrow into DMEM/10% FBS and suspended in 1x ACK red blood cell lysis buffer (0.15 M NH_4_Cl, 10 mM KHCO_3_, 1 mM EDTA). Cells were then labeled with a biotinylated lineage antibody cocktail (B220, Gr1, CD11b, CD16/32) and anti-biotin magnetic beads and separated on an AutoMACS. The negative fraction was washed with DMEM/10% FBS and suspended in StemSpan SFEM (StemCell Technologies) that contained 2.6% FBS, 1% L-Glutamine and SCF (20 ng per ml). Cells were then cultured two days at 37 °C and 5% CO_2_. The media was then replaced with fresh StemSpan SFEM that contained 2.6% FBS, 1% L-Glutamine, SCF (20 ng per ml) and TPO (50 ng per ml) and cells were cultured for 4 more days. On the 7th day, mature megakaryocytes were enriched on a BSA gradient and plated in fibronectin coated 12-well μ-Chamber glass slides (ibidi). Cells were then allowed to attach and to spread for 3–8 h at 37 °C under 5% CO_2_. To quantify the spreading of MKs on coated slides, we compared the periphery (P) of each cell to the circumference of a perfect circle (2πr) having the same area as this cell and calculated a roundness index (RI) resulting in a numerical value that increases as the complexity of a spreading cell increases, starting at RI = 1 for a perfectly round cell^11^.

### Statistical analysis

The paired Student *t*-test was chosen for analyzing the differences in the intracellular *β*-galactosidase activity in MKs and HSCs. Welch corrected Student’s *t* tests were used to calculate the statistical significance of results from luciferase reporter assays. Overlap between binding sites was calculated using Fisher’s exact test. All *p*-values were calculated two-sided, and values of *p* < 0.05 were considered statistically significant. Statistical analysis was done with Graph-Pad Prism software (GraphPad software, La Jolla, CA, USA). The sample size of data points for each assay is shown in Supplementary Data 2.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

## Data Availability

The raw proteomics data, which are presented in Figs. 2a, b, and 3d, is publicly available on massIVE [https://massive.ucsd.edu/ProteoSAFe] under the following accession number: MSV000083125. The raw ChIP-seq and RNA-seq data, which is presented in Figs. 6–8 and Supplementary Figures 3 and 7, have been uploaded to the GEO Datasets repository [https://www.ncbi.nlm.nih.gov/gds] and is available under the following accession numbers: GSE71310, GSE85737 and GSE117944. Previously published ChIP-seq data, which is presented in Supplementary Figs 4 and 5, is available under the following accession numbers: GSE43597, GSE22557.

# Supplementary material for: Gfi1b regulates the level of Wnt/β-catenin signaling in hematopoietic stem cells and megakaryocytes
**Source:** Nat Commun. 2019 Mar 20;10:1270. doi: 10.1038/s41467-019-09273-z
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1**

Expression fold change results from RNA seq

### **Supplementary Data 2**

List of genes bound Gfi1b, LSD1 and b-catenin mouse ChIP-seq

### **Supplementary Data 3**

List of genes bound by Gfi1b, LSD1 and b-cateninK562 ChIP-seq

### **Supplementary Data 4**

Enhancer list bound by Gfi1b, LSD1 and b-catenin K562 ChIP-seq

How the deposited data were processed for this re-analysis (not part of the article)

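RNA of flow-sorted mouse HSCs (Lin− cKit+ Sca1+ CD48− CD150+) and CD41low/CD9low HSCs of Gfi1b WT and Gfi1b KO mice was sequenced, with 1 library per genotype and population and cells of 10 WT or 5 KO mice pooled before sorting. The authors aligned the reads to the mouse genome mm10 (GRCm38) with TopHat, processed them with Samtools, counted them on Ensembl genes with HTSeq and deposited the counts per gene without normalization. The HTSeq version, its settings and the annotation release are not given in the texts read. The libraries of HSCs and of CD41low/CD9low HSCs were counted on different releases, so that comparisons across populations used the 37140 genes they share. The closing lines of the count tables, which hold reads that were assigned to no feature, are ambiguous or are not uniquely aligned, were left out of the gene counts. How reads of near-identical paralogs were divided was decided in this counting, and the counts of such genes, the globin genes among them, are uncertain for that reason.

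The total count on genes was 50781007 and 41690708 in WT and KO HSCs, and 12732079 and 19123185 in WT and KO CD41low/CD9low HSCs. At these depths, 3 counts correspond to 0.059, 0.072, 0.236 and 0.157 CPM in the same order. Each ratio is given with the exact (Clopper-Pearson) 95% interval for sampling noise, which does not include variation between animals or preparations. Size factors were computed by the median of ratios on each pair, after the paper's use of DESeq, and the KO/WT ratio of the size factors was 0.810 in HSCs and 1.5 in CD41low/CD9low HSCs. Genes with at least 10 counts in at least 1 library of a pair were kept. Ratios above 1.5 and below 0.6 were counted as up and down, which are the paper's cutoffs.

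Within a population the dispersion cannot be estimated, so edgeR's exact test was used with an assumed biological coefficient of variation (BCV) of 0.2, TMM normalization and Benjamini-Hochberg adjustment. A genotype effect shared by the populations was tested with edgeR's quasi-likelihood test on all 4 libraries with population as covariate, which leaves 1 residual degree of freedom. The difference between the populations in the genotype effect was tested with edgeR's likelihood ratio test of the interaction term, again with an assumed BCV of 0.2. Shares of co-occupied genes were compared with Fisher's exact test. Medians of marker gene sets were compared with 100000 random gene sets matched by decile of mean normalized count and drawn with replacement. The marker lists were written before the count files were read.

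Counts were simulated from the real means and library sizes with 200 genes changed 3 fold. The simulated BCV was 0.2, the value that the exact and interaction tests assume. The exact test recovered 52.5% of the changed genes in HSCs and 44% in CD41low/CD9low HSCs. The quasi-likelihood test recovered 96% and the interaction test 11.5%, with at most 6 false calls in each test. Because the simulated variation was the assumed one, the few false calls cannot show how the tests perform under the real variation, which is unknown. The 96% applies to a change shared by both populations, whereas their real log2 ratios had a Pearson r of 0.113. In a simulation of the ratio cutoffs, 100 of 100 raised and 96 of 100 lowered genes passed them in HSCs, and 4 of 100 unchanged gene sets had a permutation p-value under 0.05.

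Genes named in the text are those that the paper names for the HSC RNA-seq in its text, in the HSC columns of Fig. 6d and in its discussion. In addition, for each population the 5 protein-coding genes up and the 5 down with the largest absolute log2 ratio among those with an adjusted p-value under 0.05 in the exact test and a change in the same direction in the other population were named. Cd244 could not be matched by its symbol and was left out, although the counts hold a gene Cd244a. Of 189 symbols in Supplementary Data 1, 180 were matched, and of 133 genes in Supplementary Data 2, 132. Where several identifiers share a symbol, the one present in the count tables was used. Coordinates and exon lengths were taken from GENCODE release M21 of GRCm38.

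The alternatives were TMM, total-count and RLE normalization, size factors over all 4 libraries, other filters on low counts, a pseudocount of 1, a cutoff of 1/1.5 for genes down, an assumed BCV of 0.1, 0.4 or 0, a dispersion estimated with the libraries of a pair taken as replicates, and DESeq2. A correction of the ratios for exon length, by the running median over 500 genes of similar length, was added after the data were seen. The gene sets of Fig. 6b and Fig. 6c, the sorted MKs and the full list of genes co-occupied by Gfi1b and β-catenin were not in the files analysed here, so gene set enrichment was not recomputed. Leaving out replicates and regrouping samples were not possible with 1 library per condition. The software was R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.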

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

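The marker genes, tests, cutoffs and alternatives were set before the count files arrived, except the correction for exon length and the explanations marked below as added after the values were seen. No group has 4 samples, so single samples could not be compared with the others of their group.

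Immediate-early genes changed differently in the 2 populations. Their median log2 KO/WT ratio was -1.373 in HSCs, where 33 of 34 genes were lower in KO. In CD41low/CD9low HSCs it was -0.18, with 16 of 29 lower (permutation test with matched random gene sets, p = 0.018, adjusted 0.023). The median difference between the populations was -1.079 (permutation test with 100000 matched random gene sets, p = 1e-05, the smallest they can give; adjusted 2.3e-05 over 9 set comparisons). Egr1 and Ptgs2, which the paper names as canonical Wnt genes, belong to this set. For Egr1, the log2 ratio in CD41low/CD9low HSCs minus that in HSCs was 1.98. A candidate explanation is a stress response during sorting that differed between the libraries. The prediction asked for a negative median of the heat-shock genes, which was met by its sign alone. The median was -0.027, with 5 of 10 genes lower and a permutation p of 0.82. As a set these genes thus gave no sign of a shared stress response. Their ratios ran from 0.683 for Hsp90aa1 to 2.039 for Hspa1b and 2.443 for Hspa1a, the latter opposite in direction to the immediate-early genes. Library size was tested by drawing the WT library down to the KO total, from which it differed by a factor of 1.22, and the median became -1.382. Because counts were already divided by size factors, this test could hardly have moved the median. After correction for exon length, an explanation added after the values were seen, it was -1.288. Separate sorts or library batches, also added after, could not be told apart from the population, because in WT the immediate-early genes were higher in HSCs than in CD41low/CD9low HSCs by a median of 2.015 on the log2 scale and each condition has 1 library. The pattern may reflect the loss of Gfi1b, but it cannot be told apart from a batch difference or from handling.

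Several genes that the paper names or that were chosen by rule differed between the populations in the interaction test. The log2 ratio in CD41low/CD9low HSCs minus that in HSCs was -3.75 for Nrep, -1.85 for Qser1, 2.65 for Rbks, 1.81 for Gata1 and 5.74 for Snora16a (adjusted p-values 0.00242, 0.0242, 0.0038, 0.0365 and 2.5e-06 in edgeR's likelihood ratio test with an assumed BCV of 0.2). Snora16a rests on 2 and 45 counts in CD41low/CD9low HSCs, and a second identifier has the same symbol. Genes chosen for a large change in one population included Alpk2 at -8.8, Wdr93 at -6.54, Glb1l2 at 8.03, Slc9a2 at 8.64, Gp1bb at 8.81, Olfr417 at 8.58, Chst13 at 8.63, Sipa1l2 at -10.42, Rhd at -9.39, Ermap at -9.24, Lypd6b at -8.48 and Car1 at -8.77. These 12 genes had 0 counts in 1 library. A log2 ratio is then not finite, so the sizes printed for them are not measured values. Choosing them by the size of the change in one population also favours a difference from the other. No technical explanation was tested gene by gene. For Gp1bb, 0 counts in WT against 61 in KO CD41low/CD9low HSCs puts the lower 95% bound of the ratio at 10.694, beyond sampling noise.

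Y-linked genes, which the paper does not discuss, were higher in KO than in WT HSCs. Their median KO/WT ratio was 3.654, from 3.072 to 4.515 for 4 genes. In CD41low/CD9low HSCs the ratios were 0.983 for Ddx3y, 0.791 for Uty, 1.002 for Kdm5d and 0.913 for Eif2s3y. The prediction written before the data were seen, for different shares of male and female mice in the pools, asked for Xist to move the other way by more than 1.5 fold. Its ratio was 0.945 in HSCs, which did not meet it, but small male shares would leave Xist almost unchanged, so the prediction was too strict to set this explanation aside. Under a mixture of male and female mice, an explanation added after the values were seen, the ratios of the Y-linked genes and Xist imply a male share of 2.0% in the WT and 7.4% in the KO pool, below the shares of 1 mouse, which are 10% and 20%. With ratios corrected for exon length the implied shares were 9.7% and 32.7%, so this explanation could be neither retained nor set aside. The levels also differed between populations of the same genotype. Ddx3y had 24.1 CPM in WT HSCs and 91.97 in WT CD41low/CD9low HSCs, and Xist 1705.48 and 145.3. In WT these genes thus moved in opposite directions between the populations, which argues against 1 shared pool of mice. In KO, Ddx3y had 82.25 and 90.31 CPM and Xist 1590.21 and 264.81. Different mice would add to any difference between the populations in the interaction test. Within CD41low/CD9low HSCs Xist had a KO/WT ratio of 1.825, while the ratios of the Y-linked genes ran from 0.791 to 1.002. No biological explanation was tested, and the pattern cannot be told apart from a different composition of the pools.

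Granulocyte and globin genes were lower in KO than in WT CD41low/CD9low HSCs, with a median ratio of 0.186 over 11 markers and a range from 0.012 to 0.261. All 11 were below 0.6, as RNA of mature granulocytes and erythroid cells in the WT library would give. In HSCs 0 of these 11 were below 0.6, with a median of 1.303 and a range from 0.754 to 22.833. Globin genes there went mostly the other way, with KO/WT ratios of 22.833 for Hba-a2, from 4 and 74 counts, 7.685 for Hbb-bs, from 106 and 660 counts, and 3.215 for Hba-a1, from 43 and 112 counts (adjusted p = 6.6e-08, 5e-08 and 0.017, edgeR's exact test with an assumed BCV of 0.2), while Hbb-bt was at 0.754. The 11 markers were picked, after the values were seen, from the erythroid and lymphoid and myeloid lists set before, and the rest of those lists is less uniform. Over both full lists, 14 of the 18 markers with enough counts were below 0.6 and 2 were above 1.5 in CD41low/CD9low HSCs, and 4 of 21 were below 0.6 and 5 above 1.5 in HSCs. Car1 and Klf1 were low in both populations, with ratios of 0.426 and 0.57 in HSCs and of 0.0 and 0.436 in CD41low/CD9low HSCs, as were the rule-chosen genes Rhd, at 0.437 and 0.0, and Ermap, at 0.47 and 0.0. For these an effect of Gfi1b loss in both populations is not set aside. Epor and Gata1 were higher in KO CD41low/CD9low HSCs, with ratios of 2.789 and 2.72, opposite to what erythroid RNA in the WT library would give. All predictions on these markers were written after the values were seen. RNA from other cells in the WT CD41low/CD9low library is a candidate source for the granulocyte and globin genes only, and an effect of Gfi1b loss restricted to CD41low/CD9low HSCs was not tested and remains.

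The KO/WT ratio rose with exon length in HSCs. Over 11996 protein-coding genes with at least 50 counts, the Spearman rho of log2 KO/WT and exon length was 0.326, against 0.029 over 11196 genes in CD41low/CD9low HSCs, as a correlation across genes that are not independent replicates. The median log2 ratio was -0.211 in the tenth of genes with exons of at most 1821 bp and 0.245 in the tenth with at least 10048 bp. This bears on Nfat5, Ptk7 and Rock2 in KO HSCs. With ratios corrected for exon length, a test added after the data were seen, Nfat5 was at 1.461 in place of 1.859 and Rock2 at 1.104 in place of 1.309, while Ptk7 was at 1.844 in place of 1.891. Length bias may therefore account for part of the rise of Nfat5 and Rock2 in HSCs. No biological explanation was tested for the relation to length.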

How the results depend on the processing

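Of 20 headline results, 2 were unchanged under every alternative that was run for them. These were the correlation with the paper's ratios in HSCs and the median of the immediate-early genes in HSCs. Normalization shifts all log2 ratios of a pair equally and cannot change a correlation, so only the filter and the pseudocount tested the first. Normalization by TMM, RLE, total count or all 4 libraries was run for some of the headline results only. It changed none of those beyond the limits used, which were 1.5 times for a number of genes.

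The filter on low counts sets how many genes with few counts enter, and their ratios vary most. Without a filter, 4354 genes were up and 2649 down in HSCs and 3121 were up in CD41low/CD9low HSCs at the ratio cutoffs, against 2248, 1639 and 1998. With at least 50 counts the numbers were 1431 up and 792 down in HSCs and 982 up and 702 down in CD41low/CD9low HSCs, the last against 1788. At the lower depth of the CD41low/CD9low libraries, 3 counts correspond to 0.236 and 0.157 CPM, against 0.059 and 0.072 in HSCs. Without a filter the shares of genes bound by all 3 factors were 11.02% up and 5.51% down in HSCs and 11.38% up in CD41low/CD9low HSCs, each then below the share of other genes with p = 0.00173, p = 0.0058 and p = 0.0465 (Fisher's exact test), where the genes gained have fewer than 10 counts. With at least 50 counts the share up in CD41low/CD9low HSCs was 9.57% and lay above the 8.14% of other genes (Fisher's exact test, p = 0.605). The share down was 2.61% against 5.86%, a difference that was no longer significant (Fisher's exact test, p = 0.163). The same filter moved the correlation of the effects between the populations from 0.113 to 0.222 and the median log2 ratio of the immediate-early genes in CD41low/CD9low HSCs to -0.00632 (permutation p = 0.785). A pseudocount of 1 moved the correlation with the paper's ratios in CD41low/CD9low HSCs from 1.0 to 0.998817. Without a filter the fit to all 4 libraries gave 254 genes up and 166 down.

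The assumed BCV decides the number of genes in the exact test, since it stands in for the variation that replicates would show. At a BCV of 0.1, 1736 genes were up and 1275 down in HSCs and 1444 up and 1640 down in CD41low/CD9low HSCs. At 0.4, the numbers were 66, 21, 127 and 162. With sampling noise only they were 5395, 5282, 4318 and 4244, and with the libraries of a pair taken as replicates they were 0 in each case, because the genotype difference then counts as noise. The interaction test gave 2601 genes at 0.1 and 446 at 0.4, against 1282. In the fit to all 4 libraries, leaving out the population covariate gave 0 genes up and 0 down, as the difference between populations then enters the residual, and DESeq2 gave 29 genes down against 17.

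Correction for exon length, chosen after seeing the data, gave the immediate-early genes in CD41low/CD9low HSCs a median of -0.121 (permutation p = 0.101). Among the named genes it reversed Zfp467 in CD41low/CD9low HSCs, whose log2 ratio went from 0.015 to -0.00173. Of 335 values of named genes under alternatives, 51 changed: 20 were weaker at a BCV of 0.4, 20 were stronger at 0.1, and with the length correction 10 moved and 1 reversed. The replicate block was not run because each condition has 1 library. Leaving out a library was not possible either.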

Differences from the paper's values

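The share of genes bound by Gfi1b, β-catenin and LSD1 that are down in KO HSCs was 5.69% here and is 9.2437% in the paper's Supplementary Data 1. With a gene called down below 1/1.5 the share was 10.57%, within 1.5 times of the paper's value. With TMM normalization it was 5.69%, without a filter on low counts 5.51% and with at least 50 counts 4.27%, none of which closed the gap. The paper's shares for the other comparisons differed by less than 1.5 times from those derived here.

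The ratios of the named genes differed from the paper's by less than 1.5 times. In HSCs the paper's ratio was 0.9729 times the ratio derived here for the median gene, and 9 of 175 genes departed from that factor by more than 2%. For CD41low/CD9low HSCs the factor was 0.9991 for the median gene.

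The paper applies a cutoff of 0.6 for genes that are down. Supplementary Data 1 lists for HSCs 8 genes with the paper's own ratio from 0.6 to 1.5, and for CD41low/CD9low HSCs 2 such genes. Ccnd1, named as down, had a ratio of 0.625 in HSCs here and of 0.608 in the paper's list, both above 0.6. The paper names Egr1 and Ptgs2 as down in Gfi1b-null cells. The ratio of Egr1 in CD41low/CD9low HSCs was 1.238 here and 1.237 in the paper's list, and Ptgs2 had 0 counts in both libraries. Rock2, Nfat5 and Ptk7 are described as raised in Gfi1b-deficient MKs, which were not analysed here. Beside the K562 knockdown they are described as raised in cells of Gfi1b-deficient mice. Their ratios in CD41low/CD9low HSCs were 1.008, 1.043 and 1.031 here, and 1.007, 1.042 and 1.03 in the paper's list. For these genes the description does not hold in every population, while the values themselves do not differ from the paper's.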

Other observations

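The paper gives the change of Ptk7, Nfat5, Zfp467 and Rock2 for MKs, which were not analysed here. In HSCs, Zfp467 had a KO/WT ratio of 1.19 (95% interval 1.099 to 1.288), and in CD41low/CD9low HSCs of 1.01 (0.921 to 1.109). Axin2, whose reporter allele the paper used, had a ratio of 0.847 (0.63 to 1.134) in HSCs from 118 and 81 counts and of 1.093 (0.649 to 1.876) in CD41low/CD9low HSCs from 25 and 41 counts, both indistinguishable from 1.

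Of the regulators named in the discussion, Gfi1 rose 9.565 fold in HSCs and 4.266 fold in CD41low/CD9low HSCs, and its log2 KO/WT in the fit to all 4 libraries was 2.68 (adjusted p = 0.000535, edgeR's quasi-likelihood test). The ratios of Spi1 were 0.811 and 0.966, those of Fli1 1.464 and 1.135, and those of Gata1 0.783 and 2.72. Itgb3 rose in both populations, with ratios of 3.32 and 2.737 and a log2 KO/WT of 1.594 in the fit to all 4 libraries (adjusted p = 0.000535, edgeR's quasi-likelihood test). The ratios of Itga2b were 1.28 and 1.504.

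Other genes labelled in the HSC columns of Fig. 6d included Nrep, with a ratio of 13.722 in HSCs from 34 and 378 counts and of 1.0 in CD41low/CD9low HSCs from 8 and 12 counts. Atf3 fell to a ratio of 0.113 in HSCs and had 0 and 1 counts in CD41low/CD9low HSCs. Rbks had ratios of 0.823 and 5.125, Bbip1 of 0.851 and 2.667, Irf2bpl of 2.923 and 1.325, Qser1 of 2.873 and 0.786, and Ier2 of 0.389 and 0.883.

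Among the genes chosen by rule, Prrt4 had 0 counts in WT and 154 in KO HSCs (adjusted p = 2.5e-16, edgeR's exact test with an assumed BCV of 0.2), and 0 and 3 counts in CD41low/CD9low HSCs. Prom2 went from 32 to 0 counts in HSCs and from 66 to 14 in CD41low/CD9low HSCs.

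Megakaryocyte markers were higher in KO HSCs, with a median log2 KO/WT of 0.386 over 16 genes, 12 of them higher (permutation test against matched random gene sets, p = 0.00089, adjusted 0.0016). The median in CD41low/CD9low HSCs was 0.283 over 14 genes, 10 of them higher (permutation p = 0.01, adjusted 0.015). The difference between the populations was not tested. Both medians follow the prediction, written before the data were seen, for cells of the megakaryocyte lineage in the sorted KO library. Such cells may thus contribute. Against this, 4 markers were lower in KO HSCs, with ratios of 0.378 for Selp, 0.605 for Gp5, 0.889 for Pf4 and 0.904 for Gp9. In CD41low/CD9low HSCs 4 were lower too, Selp at 0.409, Vwf at 0.61, Ppbp at 0.792 and Pf4 at 0.922. A change of the megakaryocyte markers within HSCs would give the same medians and cannot be told apart from such cells.

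Birc5 was lower in both populations, and so were the other cell-cycle markers. Without Birc5, their median log2 KO/WT was -0.455 in HSCs and -0.451 in CD41low/CD9low HSCs, with 21 of 22 genes lower in each (permutation test, p = 1e-05, the smallest the 100000 random sets can give; adjusted 2.3e-05). A smaller share of cycling cells in the KO libraries is a candidate explanation for the decrease of Birc5, proposed after the values were seen. The test does not separate it from a direct effect on Birc5.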
